# Difference in microRNA expression and editing profile of lung tissues from different pig breeds related to immune responses to HP-PRRSV

**DOI:** 10.1038/srep09549

**Published:** 2015-04-09

**Authors:** Jia Li, Zhisheng Chen, Junlong Zhao, Liurong Fang, Rui Fang, Jiang Xiao, Xing Chen, Ao Zhou, Yingyin Zhang, Liming Ren, Xiaoxiang Hu, Yaofeng Zhao, Shujun Zhang, Ning Li

## Abstract

Porcine reproductive and respiratory syndrome (PRRS) is one of the most devastating diseases for the pig industry. Our goal was to identify microRNAs involved in the host immune response to PRRS. We generated microRNA expression profiles of lung tissues from Tongcheng or Landrace pigs infected with a highly pathogenic PRRS virus (PRRSV) at 3, 5, 7 dpi (day post infection) and control individuals from these two breeds. Our data showed that 278 known and 294 novel microRNAs were expressed in these combined microRNA transcriptomes. Compared with control individuals, almost half of the known microRNAs (116 in Tongcheng and 153 in Landrace) showed significantly differential expression (DEmiRNAs) at least once. The numbers of down-regulated DEmiRNAs were larger than the corresponding number of up-regulated DEmiRNAs in both breeds. Interestingly, miR-2320-5p, which was predicted to bind to conserved sequences of the PRRSV genome, was down-regulated significantly at 3 dpi after PRRSV infection in both breeds. In addition, PRRSV infection induced a significant increase of microRNA editing level in both breeds. Our results provide novel insight into the role of microRNA in response to PRRSV infection *in vivo*, which will aid the research for developing novel therapies against PRRSV.

Porcine reproductive and respiratory syndrome (PRRS) causes considerable loss in the pig industry worldwide. PRRS virus (PRRSV) is a positive, single-stranded RNA virus, belonging to *Arteriviridae* family, *Nidovirales* order. Infection of PRRSV in pigs causes reproductive failure in sows, respiratory disease in piglets and grower pigs, anorexia, lethargy etc^1^,^2^. Comparisons of pathogenesis, viral load and clinical syndromes showed different responses to PRRSV infection among different pig breeds^3^,^4^,^5^,^6^,^7^. For example, Gottingen Miniature pigs had a virus load peaked on 12 dpi which is later than that in Pietrain pigs (6 dpi); moreover, the Miniature pigs had a smaller maximum virus load (10^2.5^ TCID_50_) than Pietrain pigs (10^4.5^ TCID_50_)^8^ Hampshire × Duroc cross bred pigs had slight change in weight, higher viremia and many lesions in lungs, whereas, NE Index line had bigger weight change, lower viremia and few lesions in lungs^9^. Importantly, serum viral load in Tongcheng pigs is significantly lower than that in Landrace pigs at 3, 5 and 7 dpi (data not shown). The results suggested that host genetic variation was associated with PRRS disease susceptibility^10^,^11^,^12^,^13^. However, the role of microRNA in immune responses to PRRSV infection of lung tissues from different pig breeds in *vivo* has not been explored previously.

MicroRNAs, with a length ranging from 21–24 nucleotides, are important post-transcriptional regulators playing critical roles in cell development^14^ and immune response^15^,^16^. Recent studies showed that microRNA affected replication of various viruses through binding to the genome of the viruses or regulating host antiviral pathways^17^,^18^,^19^,^20^. The potential role of microRNAs on PRRSV's replication and host immune pathways upon PRRSV infection has been reported. For example, miR-181 and miR-23a^21^,^22^ inhibited PRRSV replication through binding to PRRSV genome, while miR-181, miR-125b and miR-506^23^,^24^,^25^ suppressed PRRSV replication through regulating host antiviral pathways. Porcine alveolar macrophages (PAMs) are the target cells of PRRSV. Using high throughput sequencing technology, recent studies have identified 40 microRNAs involving in host immune response to PRRSV in PAMs^26^. However, microRNAs involved in regulating immune responses to highly pathogenic PRRSV infection *in vivo* need to be elucidated, e.g., by high throughput sequencing technology.

RNA editing is another important post-transcriptional modification that generates diversity between RNA and genomic DNA sequences. Evidence of RNA editing is evident in the transcripts of humans^27^,^28^, rhesus macaques^29^ and mice^30^. Adenosine (A) to inosine (I) conversion is the most prevalent type of RNA editing, which is catalyzed by ADAR (Adenosine deaminize acting on RNA) enzymes with double-stranded (ds) RNAs as substrates^31^. Accumulated data supports that microRNA editing plays prominent roles in many biological processes^32^,^33^,^34^,^35^, including virus-hosts interactions^36^. For example, RNA editing is increased due to the elevated expression of ADARs resulting in the Hepatitis Delta Virus replication inhibition^37^. Human cytomegalovirus (HCMV) infection induces the expression of ADAR1-p110, which regulates the editing of miR-376a^38^. In human cells, the Epstein-Barr virus (EBV) BART6 miRNA, which targets the Dicer nuclease that cleaves pre-miRNAs into miRNA duplexes, affects the latent state of EBV infection. A-to-I editing of the BART6 miRNA can suppress processing of pre-miRNAs to mature miRNAs by inhibiting Dicer cleavage in the cytoplasm^39^, and thus is potentially an important determinant in the regulation of EBV replication and latency^40^. Thus our interest is in the relationship between microRNA editing and PRRSV replication and host immune response to PRRSVs.

Herein, we identified microRNAs related to PRRSV replication and host immune responses using eight lung microRNA transcriptomes from Tongcheng or Landrace pigs infected with a highly pathogenic PRRSV. We identified the microRNAs that could bind to the PRRSV genome and candidate editing sites on microRNA sequences. Taken together, our results suggest critical and novel roles of microRNAs in the interactions between hosts and PRRSV *in vivo*.

## Results

### MicroRNA expression profiles of lung tissues after PRRSV infection

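Small RNA was sequenced from the lungs of 24 pigs aged 5 weeks, 12 of the Tongcheng breed and 12 of the Landrace breed. PRRSV is an RNA virus of pigs, and WUH3 is a highly pathogenic strain of it (HP-PRRSV). 18 pigs were inoculated in muscle with 3 mL of WUH3, and the 3 uninoculated pigs of each breed were the control groups (0 dpi). At 3, 5 and 7 dpi the lungs of 3 inoculated pigs of each breed were taken, and equal quantities of RNA from the 3 pigs of a group were pooled before 1 library was made from the pool. There were thus 8 libraries, named T0, T3, T5 and T7 for Tongcheng pigs and L0, L3, L5 and L7 for Landrace pigs, with 1 library per breed and time point. None of the fold changes between 2 libraries therefore has a replicate check, and the spread between pigs is not known from them. The sample labels give the disease state of the 0 dpi libraries as infected, whereas the paper describes these pigs as uninfected controls, and the paper's description was used. The authors aligned clean reads with BWA to Sscrofa10.2.71, kept uniquely mapped reads, counted those that matched pig mature microRNAs of miRBase release 19, and normalized the counts with edgeR. They deposited 1 normalized value, named TMM, for each microRNA in each library. The deposited values summed to 6485438, 6485435, 6485424 and 6485444 in T0, T3, T5 and T7, and to 8602038, 8602039, 8602029 and 8602034 in L0, L3, L5 and L7. The low values of a library lay on an even ladder with 1 step per read, and all values below 1000 (100%) gave whole reads. The reads recovered in this way numbered 5450462 in T0, 6379874 in T3, 12038636 in T5, 4226168 in T7, 7491710 in L0, 7019148 in L3, 11686560 in L5 and 8909538 in L7. From the deposited values, log2 fold changes of each infected library against the control library of its breed were computed on the log2(value + 1) scale, which understates the change of microRNAs with low values.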

We generated eight microRNA expression profiles of lung tissues from Tongcheng or Landrace pigs infected with PRRSV (WUH3) at 3, 5 and 7 dpi and control individuals from the two breeds. The numbers of raw reads of these eight transcriptomes ranged from 18 to 30 million (Table 1). 

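The depth behind the expression values is lower than the raw reads of Table 1. In libraries T0 to T7, 4226168 to 12038636 microRNA reads were recovered from the deposited values, and in L0 to L7 7019148 to 11686560. In T7 and T5, 1 read was worth 1.53 and 0.539 in normalized value, the highest and the lowest of the 8 libraries. A floor of 3 reads corresponded to a value of 4.60 in T7, 3.68 in L3 and 1.62 in T5. Values near these floors carry the largest counting error. The 5 microRNAs with the highest values took 45.9% of the total in T0, 48.5% in T7, 42.5% in L0 and 52.0% in L7.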

After filtering for reads with low quality and removing adaptor sequences contained in the raw reads (see Methods), the number of reads from these eight lung microRNA transcriptomes decreased to 14 to 25 million. Of the total 160 million clean reads, ~80% of them had a length of 21–24 nucleotides (Supplementary Figure S1). We then aligned them to the pig genome (Ensembl: Sscrofa10.2.71) using BWA (Burrows-Wheeler Aligner); approximately 56% to 86% mapped to the pig genome (Table 1). 

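Set against the uniquely mapped reads of the paper's Table 1, the microRNA reads recovered from the deposited values came to 62.2% in T0, 95.6% in T3, 100.2% in T5 and 47.3% in T7. In the Landrace libraries they came to 96.7% in L0, 87.4% in L3, 90.7% in L5 and 80.8% in L7.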

Unique mapped reads were used to annotate small RNAs against databases: Rfam-11.0, rnammer-1.2, snoRNA-LBME, GenomictRNAdatabase and miRBase-release19. Among the annotated small RNAs: rRNA, tRNA, snoRNA, Y_RNA and microRNA, more than 50% of the reads in each library were assigned as microRNA (Supplementary Figure S2). 

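The deposited values list 246 microRNAs for Tongcheng pigs and 248 for Landrace pigs, each with a value above 0 in all 4 libraries of its breed. Of these, 239 were listed in both breeds and thus had a value above 0 in all 8 libraries. When a value of at least 10 was required in every library in place of a value above 0, 207 microRNAs remained in Tongcheng pigs, 213 in Landrace pigs and 206 in both.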

Detailed analyses suggested that 248 to 261 microRNAs were expressed in lung tissues of Tongcheng pigs, 249 to 261 microRNAs were expressed in lung tissues of Landrace pigs, and 239 microRNAs were transcribed in all the eight libraries. 

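In the deposited values, 255 microRNAs were listed in at least 1 breed. 7 of them were listed for Tongcheng pigs only and 9 for Landrace pigs only. The lists hold only microRNAs with a value above 0 in all 4 libraries of a breed.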

Combining results from all eight libraries, we obtained 278 known microRNAs. Moreover, we predicted novel microRNAs using mireap 2.0 software. Novel microRNA (Supplementary Table S1) prediction showed that 136 to 285 novel microRNAs were expressed in the lung tissues of Tongcheng pigs, 159 to 308 novel microRNAs were expressed in the lung tissues of Landrace pigs, while 294 novel microRNAs were transcribed in the combined eight libraries (Table 1).

### Identification of differentially expressed microRNAs after infection

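The deposited values had nearly equal totals within a breed, 6485424 to 6485444 in Tongcheng pigs and 8602029 to 8602039 in Landrace pigs, so each library was scaled by its total. Values of the 2 breeds are on different scales and are compared here only as fold changes within a breed, or after rescaling to a common total. TMM factors, which correct for a few microRNAs taking much of a library, were computed from the recovered reads of each infected library against its breed's control, an alternative chosen after seeing the equal totals. They were 0.847 in T3, 1.03 in T5, 0.842 in T7, 0.799 in L3, 0.704 in L5 and 0.713 in L7. A factor below 1 raises every fold change of that library.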

The relative expression levels of microRNAs were normalized as TMM (Trimmed Mean of M-values) using edgeR package. Compared with control groups, we defined microRNAs with a fold change (FC) > 2 and false discovery rate (FDR) < 0.05 as significantly differential expressed microRNAs (DEmiRNAs). 

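For the fold changes reported here, a microRNA counted as past 2-fold when its log2 fold change on the log2(value + 1) scale was above 1 or below -1 and its value was at least 10 in at least 1 of the 2 libraries compared. No FDR step was applied in this main setting, because each group is 1 pooled library. The numbers tested were 223, 225 and 224 microRNAs at 3, 5 and 7 dpi in Tongcheng pigs and 233, 230 and 232 in Landrace pigs. Intervals given in parentheses after a fold change are exact Clopper-Pearson 95% intervals from the recovered reads of the 2 libraries. They cover counting error only, since PCR reads without molecular identifiers are not independent molecules and the pools were not repeated. An exact test of the reads of 2 libraries with Benjamini-Hochberg adjustment was run as an alternative, once with dispersion 0 and once with the dispersion of 0.1 that the paper's methods state, and it compares those libraries rather than the conditions.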

For simplicity, compared with control groups, we referred microRNAs having significantly differential expression in PRRSV-infected Tongcheng pigs at 3, 5 and 7 dpi as set 1, set 2 and set 3, respectively. We merged DEmiRNAs of set 1, set 2 and set 3 into set 4. Similarly, we referred DEmiRNAs in PRRSV-infected Landrace pigs at 3, 5 and 7 dpi compared with control animals of this breed as set 5, set 6 and set 7, respectively. We also merged DEmiRNAs of set 5, set 6 and set 7 into set 8. Detailed analysis on the up-/down-regulated DEmiRNAs showed that the amounts of down-regulated DEmiRNAs were more than the amounts of up-regulated in all the six sets (set 1: 36 (down) vs 16 (up); set 2: 36 (down) vs 26 (up); set 3: 51 (down) vs 25 (up); set 5: 57 (down) vs 15 (up); set 6: 54 (down) vs 21 (up); set 7: 75 (down) vs 34 (up)) (Fig. 1a), which indicated that down-regulation of DEmiRNAs might be a common strategy for pig responses to HP-PRRSV (High Pathogenic-PRRSV) infection. 

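Down-regulated microRNAs outnumbered up-regulated microRNAs in all 6 comparisons of the deposited values. In Tongcheng pigs, 41 microRNAs fell and 19 rose past 2-fold at 3 dpi, 38 fell and 34 rose at 5 dpi, and 48 fell and 35 rose at 7 dpi. In Landrace pigs, 60 fell and 17 rose at 3 dpi, 70 fell and 17 rose at 5 dpi, and 91 fell and 23 rose at 7 dpi. The median log2 fold change of all tested microRNAs was also below 0 in each comparison, at -0.22, -0.06 and -0.21 in Tongcheng pigs and -0.29, -0.59 and -0.62 in Landrace pigs. At 5 dpi in Tongcheng pigs, 120 of the 225 tested microRNAs had a log2 fold change below 0, the smallest excess of the 6 comparisons. The alternative that moved the numbers most was the exact test with dispersion 0.1, with which 2 fell and 0 rose at 3 dpi, 9 fell and 3 rose at 5 dpi and 14 fell and 9 rose at 7 dpi in Tongcheng pigs, and 8 fell and 2 rose, 18 fell and 6 rose and 47 fell and 6 rose in Landrace pigs. The direction changed under median of ratios scaling, with 5 more rises than falls in Tongcheng pigs at 7 dpi (falls minus rises -5) and 1 more in Landrace pigs at 5 dpi (falls minus rises -1). It also changed with TMM factors, in Tongcheng pigs at 7 dpi (falls minus rises -10). Over the 6 comparisons, TMM factors gave 249 falls and 215 rises, against 348 and 145 without them. With a minimum value of 100, falls minus rises was 0 in Tongcheng pigs at 5 dpi. From the larger numbers of down-regulated DEmiRNAs in all sets, the paper proposes that down-regulation of DEmiRNAs might be a common strategy of pigs in response to HP-PRRSV infection.

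**Figure D1:**
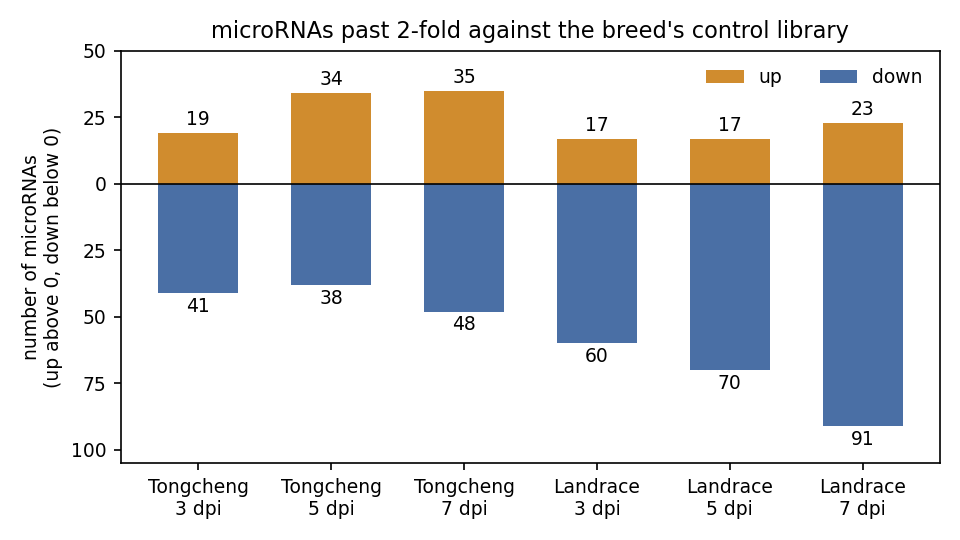
Number of microRNAs past 2-fold against the control library of the breed in each infected library, with up-regulated microRNAs drawn above 0 and down-regulated microRNAs below 0. The lower bars are longer in all 6 comparisons, from 38 against 34 in Tongcheng pigs at 5 dpi to 91 against 23 in Landrace pigs at 7 dpi.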

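Of the 10 most up-regulated microRNAs that the paper lists for each comparison in Supplementary Table S2, 9, 8 and 9 ranked among the 10 largest rises of the deposited values at 3, 5 and 7 dpi in Tongcheng pigs and 10, 9 and 9 in Landrace pigs. For the most down-regulated microRNAs the numbers were 10, 9 and 10 in Tongcheng pigs and 7, 10 and 10 in Landrace pigs. All 120 log2 fold changes of that table differed by less than 0.005 from the log2 ratio of the deposited values without a pseudocount.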

After that, the top 10 most up-/down-regulated microRNAs at 3, 5, 7 dpi were identified compared with control group (Supplementary Table S2). 

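In Landrace pigs, ssc-miR-183 (ssc denotes Sus scrofa, the pig) had values of 64.3 at 0 dpi, 1961 at 3 dpi, 2588 at 5 dpi and 411 at 7 dpi, which were 56, 1600, 3516 and 426 recovered reads. Its log2 fold changes were 4.91 (4.55 to 5.34) at 3 dpi, 5.31 (4.95 to 5.74) at 5 dpi and 2.66 (2.27 to 3.11) at 7 dpi, the largest rise of each comparison. Among the alternatives, median of ratios scaling gave 5.22, 5.82 and 3.28, and the mean of both breeds' controls as baseline gave 4.49, 4.89 and 2.24, with which the largest rise at 7 dpi was that of miR-143-3p at 2.48. In Tongcheng pigs, miR-183 also rose, with log2 fold changes of 1.62, 2.79 and 2.05 at 3, 5 and 7 dpi.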

Ssc-miR-183 was the most up-regulated microRNA consistently at 3 dpi (log_2_Fold Change (FC) = 4.93), 5 dpi (log_2_FC = 5.33) and 7 dpi (log_2_FC = 2.68) in Landraces' lungs. 

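Values of ssc-miR-215 in Landrace pigs were 3863 at 0 dpi, 80.9 at 3 dpi, 23.5 at 5 dpi and 1268 at 7 dpi. Its log2 fold changes were -5.56 (-5.95 to -5.23) at 3 dpi and -7.30 (-7.91 to -6.86) at 5 dpi, the largest falls of these comparisons, and -1.61 (-1.70 to -1.51) at 7 dpi. The value of miR-215 in T0 was 19.1, and after rescaling to a common total the control libraries differed by 7.19 on the log2 scale, higher in L0. With the mean of both controls as baseline the log2 fold changes in Landrace pigs were -1.96, -3.69 and 1.99, a rise at 7 dpi. The largest fall at 3 dpi with that baseline was the one of miR-4332, at -3.92. Under median of ratios scaling the fall of miR-215 at 7 dpi was -0.98, short of 2-fold. Ssc-miR-122 fell from a value of 55623 at 0 dpi to 1062 at 7 dpi in Landrace pigs, a log2 fold change of -5.71 (-5.80 to -5.62) and the largest fall of that comparison. In Tongcheng pigs, miR-122 had log2 fold changes of 0.74, -1.73 and 0.47 and miR-215 of -1.30, 1.12 and 6.13 at 3, 5 and 7 dpi.

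**Figure D2:**
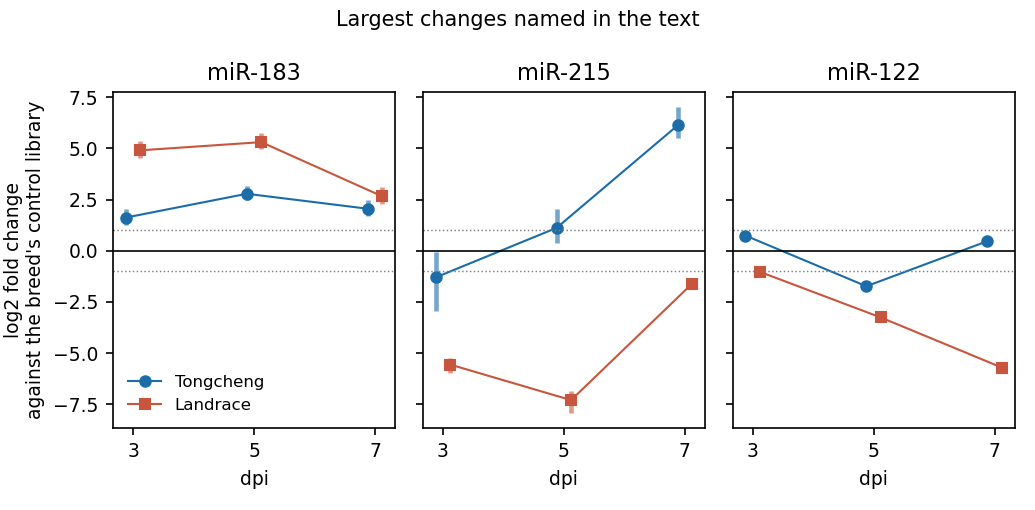
Log2 fold change against the breed's control library at 3, 5 and 7 dpi for miR-183, miR-215 and miR-122, with circles for Tongcheng pigs, squares for Landrace pigs, vertical bars for 95% counting intervals (shorter than the symbol in some libraries) and dotted lines at 1 and -1. MiR-183 was above 1 in both breeds at each time point, while miR-215 reached 6.13 in Tongcheng pigs and -1.61 in Landrace pigs at 7 dpi.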

Ssc-miR-215 was the most down-regulated microRNA at 3 dpi (log_2_FC = -5.58), 5 dpi (log_2_FC = -7.36) and ssc-miR-122 was the most down-regulated microRNA at 7 dpi (log_2_FC = -5.71) in Landraces' lungs. While, in the lungs of Tongcheng pigs, the most up-regulated microRNAs at 3, 5 and 7 dpi were ssc-miR-490-5p (log_2_FC = 2.15), ssc-miR-183 (log_2_FC = 2.8) and ssc-miR-215 (log_2_FC = 6.2), respectively. 

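The largest rise in Tongcheng pigs at 3 dpi was that of ssc-miR-490-5p, from a value of 5.96 (5 reads) to 26.4 (26 reads), a log2 fold change of 1.98 (0.75 to 3.89). With a pseudocount of 10 in place of 1, the largest rise at 3 dpi was that of miR-574, at 1.72. With the mean of both breeds' controls as baseline it was that of miR-342, at 2.33. At 5 dpi ssc-miR-183 rose most, from 86.9 to 605, a log2 fold change of 2.79 (2.46 to 3.16). With a pseudocount of 0.1, the largest rise at 5 dpi was that of miR-218-3p, at 3.25, which rested on 1 read in T0 and 23 in T5. At 7 dpi ssc-miR-215 rose from 19.1 (16 reads) to 1399.6 (912 reads), a log2 fold change of 6.13 (5.49 to 7.01), and with the mean of both breeds' controls as baseline the log2 fold change was 2.54 and the largest rise was that of miR-1307, at 3.22.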

Correspondingly, the most down-regulated microRNAs were ssc-miR-4332 (log_2_FC = -4.19), ssc-miR-374b-3p (log_2_FC = -6.07) and ssc-miR-95 (log_2_FC = -2.96).

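The largest falls of the deposited values in Tongcheng pigs were those of ssc-miR-4332 at 3 dpi, from 315 to 17.3 with a log2 fold change of -4.11 (-4.99 to -3.48), of ssc-miR-374b-3p at 5 dpi, from 864 to 12.9 with a log2 fold change of -5.96 (-6.71 to -5.48), and of ssc-miR-95 at 7 dpi, from 681 to 87.5 with a log2 fold change of -2.95 (-3.38 to -2.57). In the Landrace control library the value of miR-374b-3p was 54.0, a log2 difference of -4.38 from T0 after rescaling to a common total. With the mean of both breeds' controls as baseline, its log2 fold changes in Tongcheng pigs were 0.36, -3.79 and 0.55 at 3, 5 and 7 dpi, with a sign change at 3 and 7 dpi. The largest falls with this baseline were those of miR-215 at 3 dpi (-4.92), miR-1839-3p at 5 dpi (-4.81) and miR-129a at 7 dpi (-2.68).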

The numbers of DEmiRNAs in set1, set2, set3 and set4 were 52, 62, 76 and 116. 

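In the deposited values, 60, 72 and 83 microRNAs were past 2-fold at 3, 5 and 7 dpi in Tongcheng pigs, and 132 were past 2-fold at least once. With the exact test at dispersion 0 added, the numbers were 56, 72, 80 and 129. With dispersion 0.1 they were 2, 12, 23 and 33.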

Detailed analysis showed that 20 DEmiRNAs were common in all set1, set2 and set3, suggesting that these DEmiRNAs might play roles in persistent PRRSV infection in the lungs of Tongcheng pigs (Fig. 1a). 

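21 microRNAs were past 2-fold at all 3 time points in Tongcheng pigs. Of these, 6 rose throughout (miR-143-3p, miR-183, miR-219, miR-22-5p, miR-28-3p and miR-491), 12 fell throughout, and miR-19a, miR-19b and miR-215 changed direction between time points. MiR-19b had log2 fold changes of -1.59, -1.52 and 3.07 and miR-19a of -1.64, -1.04 and 1.21 at 3, 5 and 7 dpi. With dispersion 0.1 in the exact test, 0 microRNAs passed at all 3 time points.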

The numbers of DEmiRNAs in set 5, set 6, set 7 and set 8 were 72, 75, 109 and 153, which was more than that in Tongcheng pigs correspondingly. 

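In Landrace pigs, 77, 87 and 114 microRNAs were past 2-fold at 3, 5 and 7 dpi, and 167 at least once. These numbers were higher than those of Tongcheng pigs by 17, 15 and 31 at the 3 time points and by 35 for the merged sets. The order of the breeds depended on the scaling at 3 and 5 dpi. Under median of ratios scaling, 63 microRNAs at 3 dpi and 69 at 5 dpi were past 2-fold in Landrace pigs against 64 and 71 in Tongcheng pigs, and at 7 dpi 98 against 87. With the mean of both breeds' controls as baseline, the numbers in Landrace pigs were 58, 80 and 108 against 74, 67 and 83 in Tongcheng pigs, and 147 microRNAs were past 2-fold at least once in each breed.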

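37 microRNAs were past 2-fold at all 3 time points in Landrace pigs, among them all 33 of the paper's Table 2, against 21 in Tongcheng pigs. The other 4 were miR-218-3p, miR-342, miR-4331 and miR-545-3p. Of the 37, 5 rose throughout, 29 fell throughout and 3 changed direction. With TMM factors computed from the recovered reads, 26 microRNAs passed at all 3 time points, 14 of them in Table 2, and with dispersion 0.1 in the exact test 2 passed.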

A total of 33 microRNAs (Table 2) has significantly differential expression in sets5, 6, and 7, which was more than that in Tongcheng pigs (20 DEmiRNAs). 

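13 microRNAs were past 2-fold at all 3 time points in both breeds. 12 of them are marked as common to both breeds in the paper's Table 2, and the other was miR-215. MiR-144 had a log2 fold change of -0.99 (-1.46 to -0.54) in Tongcheng pigs at 5 dpi, just short of 2-fold, from 77 reads in T0 and 85 in T5. It passed at all time points when the pseudocount was 0.1. Under median of ratios scaling 6 microRNAs remained in this set, and with dispersion 0.1 in the exact test 0 did.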

There were 13 DEmiRNAs were differentially expressed at all the three time points in both pig breeds. 

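Of the 13 microRNAs past 2-fold throughout in both breeds, miR-143-3p, miR-183, miR-219 and miR-28-3p rose in every comparison. The log2 fold changes of miR-143-3p at 3, 5 and 7 dpi were 1.43, 1.95 and 2.39 in Tongcheng pigs and 1.59, 2.57 and 2.34 in Landrace pigs, from values of 119229 in T0 and 192554 in L0. Those of miR-28-3p were 1.22, 1.37 and 1.76 in Tongcheng pigs and 1.23, 1.26 and 1.43 in Landrace pigs, and those of miR-219 were 1.52, 1.61 and 1.64 and 1.07, 1.49 and 1.71. The smallest of these, miR-219 in Landrace pigs at 3 dpi, had an interval of 0.48 to 1.73 from 34 and 68 reads. 8 microRNAs fell in every comparison, namely miR-126-5p, miR-142-5p, miR-145-3p, miR-1839-3p, miR-374a-3p, miR-374a-5p, miR-374b-5p and miR-95. The remaining microRNA, miR-215, fell throughout in Landrace pigs and changed direction in Tongcheng pigs. Over both breeds together, limma with breed as covariate compared 6 infected with 2 control libraries (Benjamini-Hochberg adjustment over 228 microRNAs). It gave miR-143-3p a log2 fold change of 2.05 (standard error 0.34, adjusted p = 0.0301), the only microRNA below 0.05. That of miR-183 was 3.22 (standard error 0.75, adjusted p = 0.0840). In limma without L5 or without T5, miR-143-3p had adjusted p = 0.110 and 0.0542, and 0 microRNAs were below 0.05. Without T7, L3 or L7 the number was 2. The fit takes the 8 libraries as independent, although each was nearest by correlation to the same-day library of the other breed. Both control libraries are of 0 dpi, so the fit cannot separate infection from the day or its batch. With the libraries of 7 dpi taken as the control pair, 24 microRNAs were below 0.05.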

Among the 13 DEmiRNAs, only four microRNAs: miR-143-3p, miR-183, miR-219 and miR-28-3p were up-regulated and the other nine microRNAs were all down-regulated in both breeds (Table 2) at all the time points. This result indicated that these microRNAs might be co-regulated during PRRSV infection in both breeds. 

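The merged set of microRNAs past 2-fold at least once in either breed held 195 microRNAs. With the exact test at dispersion 0 added it held 191, and with dispersion 0.1 it held 76.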

Next, we merged set 4 and set 8 to obtain 174 DEmiRNAs. 

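The similarity of the 6 log2 fold change profiles was measured as the Euclidean distance over the 188 microRNAs of the merged set that have values in both breeds, with complete linkage. T3 and L3 were the closest pair, at a distance of 13.1, and were joined first. T5 and T7 were joined next at 17.0, L5 then joined T3 and L3 at 17.2, and L7 joined these at 21.4. The distance from L5 to L7 was 17.8, while that from L5 to L3 was 14.2. The distances moved most when no control was subtracted and the log2 values of the infected libraries were compared after rescaling to a common total, and the mean of both breeds' controls as baseline gave the same distances. Each infected library was then closest to that of the same day in the other breed, T3 and L3 at 10.8, T5 and L5 at 12.3 and T7 and L7 at 14.2, while T5 and T7 were 17.0 apart and L5 and L7 17.7.

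**Figure D3:**
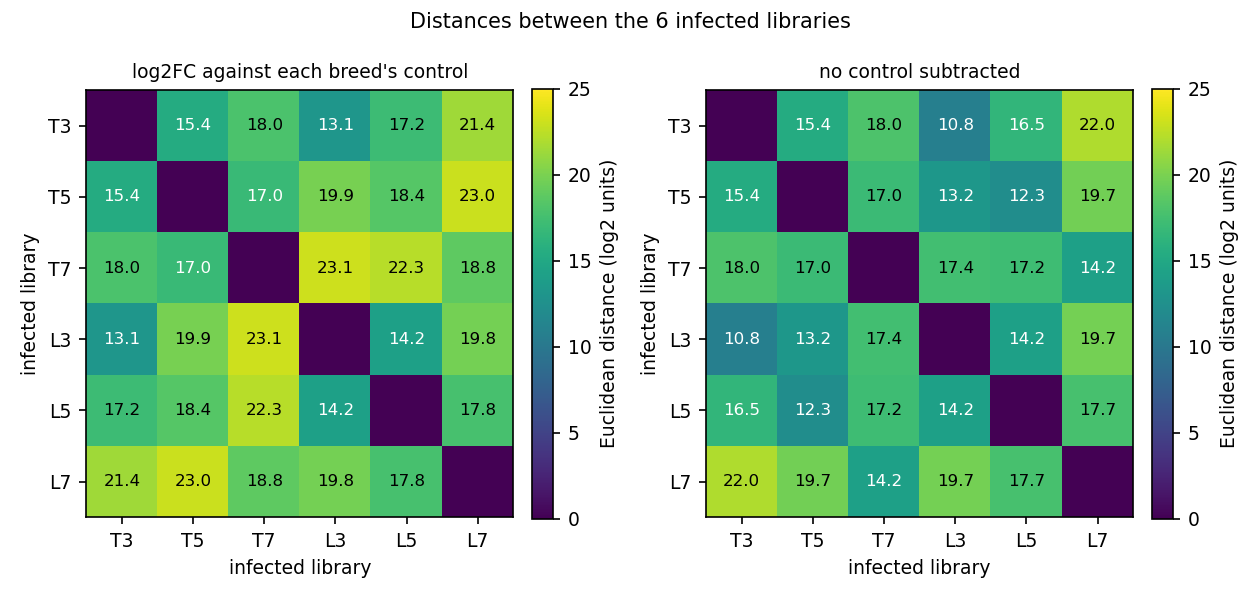
Euclidean distance in log2 units between the 6 infected libraries over 188 microRNAs, from log2 fold changes against each breed's control library on the left and from log2 values with no control subtracted on the right. On the left T5 is closer to T7 (17.0) than to L5 (18.4), and on the right T5 is closer to L5 (12.3) than to T7 (17.0).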

The heatmap for these 174 microRNAs' Log_2_FC revealed that expression patterns of DEmiRNAs in Tongcheng pigs at 3 dpi clustered with those of Landrace pigs at 3 dpi, whereas the DEmiRNAs expression patterns at 5 and 7 dpi were clustered within each breed (Fig. 1b). 

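Across the 188 microRNAs, the log2 fold changes of the 2 breeds had a Pearson correlation of 0.623 at 3 dpi, 0.515 at 5 dpi and 0.603 at 7 dpi (Spearman 0.644, 0.644 and 0.672). Within a breed, the correlation between 5 and 7 dpi was 0.540 in Tongcheng pigs and 0.573 in Landrace pigs. These correlations are across microRNAs, which are not independent replicates. The 2 breeds shared 36 microRNAs past 2-fold at 3 dpi, 38 at 5 dpi and 53 at 7 dpi, counted without regard to direction. Some of these changed in opposite directions, such as miR-490-5p at 3 dpi (1.98 in Tongcheng and -1.76 in Landrace pigs) and miR-215 at 5 dpi (1.12 and -7.30). From the clusters of the heatmap, the paper concludes that the breeds had similar microRNA expression patterns at 3 dpi and different ones at 5 and 7 dpi.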

The dynamic changes of microRNA expression revealed that the two pig breeds had similar microRNA expression pattern at 3 dpi, with different microRNA expression pattern at 5 and 7 dpi. Furthermore, we defined Tongcheng specific DEmiRNAs as the miRNAs differentially expressed significantly at all-time points (3, 5 and 7 dpi) in Tongcheng pigs, but not in Landrace pigs, and vice versa for Landrace specific DEmiRNAs. Next, we identified seven Tongcheng specific DEmiRNAs and 20 Landrace specific DEmiRNAs. 

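In the deposited values, 8 microRNAs were past 2-fold at all 3 time points in Tongcheng pigs and not at all 3 in Landrace pigs, and 24 the other way round. The 8 comprised 6 of the 7 that the paper lists, together with miR-19a and miR-19b. The seventh, miR-345-5p, had a log2 fold change of 0.99 (0.43 to 1.59) in Tongcheng pigs at 7 dpi. These sets rest on a threshold, and the difference between the breeds was not itself tested for single microRNAs at single time points. MiR-10a-3p, for example, had log2 fold changes of -1.31, -1.47 and -1.65 in Tongcheng pigs and -0.97, -1.74 and -1.52 in Landrace pigs at 3, 5 and 7 dpi. With TMM factors computed from the recovered reads, the sets held 15 and 18 microRNAs.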

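Among the Tongcheng specific microRNAs, ssc-miR-204 had the highest value at 0 dpi, 1359, followed by miR-374b-3p at 864 and miR-22-5p at 406. Its values at 3, 5 and 7 dpi were 588, 678 and 379, with log2 fold changes of -1.21 (-1.36 to -1.06), -1.00 (-1.12 to -0.89) and -1.84 (-2.05 to -1.64). The interval at 5 dpi includes -1. In Landrace pigs its log2 fold changes were -0.17, -0.82 and -1.30, past 2-fold at 7 dpi. With TMM factors the fold change at 3 dpi in Tongcheng pigs was -0.97, short of 2-fold.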

Among the seven Tongcheng specific DEmiRNAs, ssc-miR-204 was the most abundant expressed (Table 3). Specifically, compared with control group, miR-22-5p was significantly up-regulated at 3 dpi (Log_2_FC = 1.14, FDR = 1.19e-42), 5 dpi (Log_2_FC = 1.57, FDR = 1.23e-91), and 7 dpi (Log_2_FC = 1.11, FDR = 1.57e-39) in the lungs of Tongcheng pigs, while not altered significantly in the lungs of Landrace pigs at all the three comparisons. These findings indicated that miR-22-5p might participate in specific responses to PRRSV infection in Tongcheng pigs. 

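Values of miR-22-5p in Tongcheng pigs were 406 at 0 dpi, 897 at 3 dpi, 1206 at 5 dpi and 873 at 7 dpi, and its log2 fold changes were 1.14 (0.96 to 1.33), 1.57 (1.41 to 1.74) and 1.10 (0.91 to 1.30). In Landrace pigs the values were 1159 at 0 dpi, 862 at 3 dpi, 1766 at 5 dpi and 856 at 7 dpi, and the log2 fold changes were -0.43 (-0.57 to -0.29), 0.61 (0.50 to 0.72) and -0.44 (-0.57 to -0.30). The exact test of the reads of 2 libraries gave Benjamini-Hochberg adjusted p-values of 3.1e-38, 1.7e-99 and 1.18e-29 at 3, 5 and 7 dpi in Tongcheng pigs with dispersion 0, and of 0.466, 0.181 and 0.318 with dispersion 0.1. In Landrace pigs the counting intervals excluded 0 at each time point as well, so passing a test with dispersion 0 was not particular to Tongcheng pigs. The intervals of the 2 breeds did not overlap at any time point and had opposite signs at 3 and 7 dpi, but they cover counting error only. With the mean of both breeds' controls as baseline, the log2 fold changes in Tongcheng pigs were 0.59, 1.02 and 0.55, and those in Landrace pigs were 0.13, 1.16 and 0.12. With TMM factors the rise in Landrace pigs at 5 dpi was 1.11, past 2-fold.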

Among the 20 specific DEmiRNAs in Landraces' lungs, six DEmiRNAs (ssc-let-7i, ssc-miR-122, ssc-miR-195, ssc-miR-146b, ssc-miR-146a-5p, ssc-miR-30b-5p) had an expression value (TMM) larger than 10,000 at 0 dpi and all of them were down-regulated significantly at 3, 5, 7 dpi (Table 3). These results implied that these six DEmiRNAs might contribute to the Landrace specific responses to PRRSV infection.

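6 Landrace specific microRNAs had a value above 10000 at 0 dpi, and all 6 fell at each time point. Ssc-let-7i had a value of 580833 at 0 dpi and log2 fold changes of -2.46 (-2.47 to -2.45), -2.33 (-2.34 to -2.32) and -1.06 (-1.06 to -1.05) at 3, 5 and 7 dpi. Ssc-miR-122 had a value of 55623 and log2 fold changes of -1.03, -3.26 and -5.71. For ssc-miR-195 the value was 26234 and the log2 fold changes were -1.18, -1.11 and -3.34. Ssc-miR-146b and ssc-miR-146a-5p, whose values were within 10% of each other in every library, had values of 13666 and 13012, with log2 fold changes of -1.34, -2.72 and -2.98 and of -1.34, -2.67 and -2.93. Ssc-miR-30b-5p had a value of 11422 and log2 fold changes of -1.04, -1.44 and -2.04. In Tongcheng pigs the value of let-7i at 0 dpi was 79051, a log2 difference of -2.47 from L0 after rescaling to a common total. With the mean of both breeds' controls as baseline its log2 fold changes in Landrace pigs were -1.22, -1.09 and 0.18, with a sign change at 7 dpi. Under median of ratios scaling, let-7i, miR-122, miR-195 and miR-30b-5p were no longer past 2-fold at all 3 time points.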

We also performed qRT-PCR experiments to validate several DEmiRNAs in mock and infected PAMs (Pulmonary Alveolar Macrophages) from the lungs of Tongcheng and Landrace pig. We examined the microRNA expression level in mock PAMs and infected PAMs with PRRSV WUH3 (MOI = 0.2) at 12, 24, 36 and 48 hpi (hour post infection). The qRT-PCR results showed that the expression patterns of miR-204 and miR-424-5p in the PAMs of Tongcheng pigs after infection with PRRSV WUH3 are similar with those obtained from our deep sequencing data analysis (Fig. 2a, b, e and f). 

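In the small RNA libraries of lung tissue, the values of miR-204 in Tongcheng pigs were 1359 at 0 dpi, 588 at 3 dpi, 678 at 5 dpi and 379 at 7 dpi, a fall at each time point. Those of miR-424-5p were 1909.8 at 0 dpi, 5314 at 3 dpi, 7141 at 5 dpi and 2041 at 7 dpi, with log2 fold changes of 1.48 (1.40 to 1.56), 1.90 (1.83 to 1.98) and 0.10 (-0.01 to 0.20). The last of these intervals includes 0, while the log2 fold change at 7 dpi was 0.34 with TMM factors and 0.26 under median of ratios scaling.

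**Figure D4:**
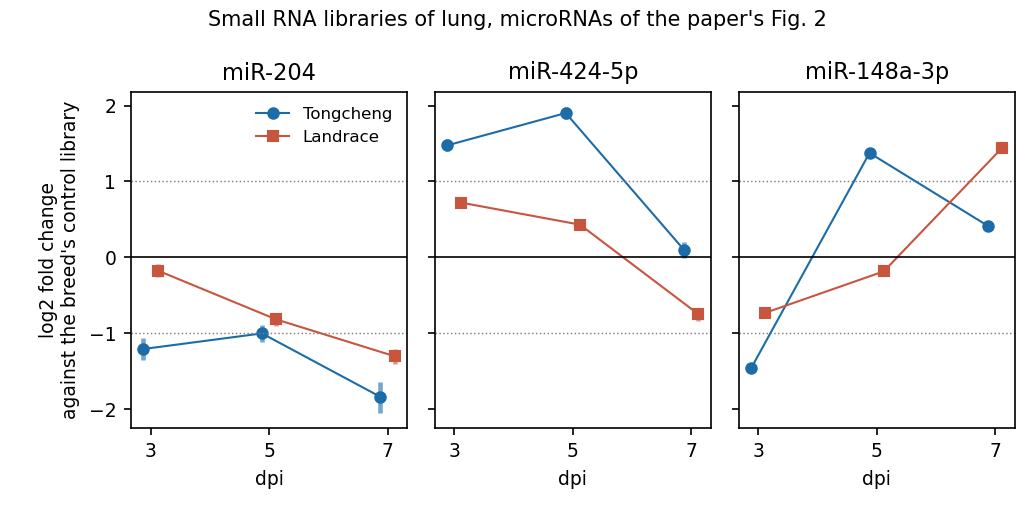
Log2 fold change of miR-204, miR-424-5p and miR-148a-3p in the lung libraries against the breed's control library at 3, 5 and 7 dpi, with circles for Tongcheng pigs, squares for Landrace pigs, vertical bars for 95% counting intervals (shorter than the symbol in most libraries) and dotted lines at 1 and -1. In Tongcheng pigs miR-424-5p peaked at 1.90 at 5 dpi and miR-204 was lowest at 7 dpi, at -1.84.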

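In the small RNA libraries, miR-148a-3p had values of 10239 at 0 dpi, 3711 at 3 dpi, 26572 at 5 dpi and 13641 at 7 dpi in Tongcheng pigs. Its log2 fold changes were -1.46 (-1.52 to -1.41) at 3 dpi, 1.38 (1.34 to 1.41) at 5 dpi and 0.41 (0.37 to 0.46) at 7 dpi.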

The miR-148a-3p was down-regulated at 3 dpi in our data, but the qRT-PCR results showed that it was up-regulated at all the time point we detected (Fig. 2c, d). 

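Sequencing of Landrace lungs gave miR-2320-5p values of 2349 at 0 dpi, 533 at 3 dpi, 1128 at 5 dpi and 461 at 7 dpi, with log2 fold changes of -2.14 (-2.29 to -1.99), -1.06 (-1.16 to -0.96) and -2.35 (-2.49 to -2.20). MiR-374a-3p had values of 4298 at 0 dpi, 1265 at 3 dpi, 1767 at 5 dpi and 1087 at 7 dpi and log2 fold changes of -1.76 (-1.87 to -1.66), -1.28 (-1.36 to -1.21) and -1.98 (-2.08 to -1.89). Both fell at each time point, and under median of ratios scaling the falls at 5 dpi were -0.54 and -0.76, short of 2-fold.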

High consistency of expression patterns of miRNA-2320-5p and miR-374a-3p were observed between qRT-PCR and the deep sequencing results in Landrace pigs (Fig. 3a, b, c and d). The expression pattern of novel miRNA (5: 5388562-5388582) detected by qRT-PCR was similar with the deep sequencing results though it was up-regulated at 3 dpi in the deep sequencing (Fig. 3e, f). Overall, the six DEmiRNAs we detected all showed similar expression pattern compared with the small RNA sequencing results, which indicated that our analysis results were highly reliable.

### Functional annotation of the target genes of specific DEmiRNAs

We predicted target genes of specific DEmiRNAs in Tongcheng (seven DEmiRNAs) and Landrace (20 DEmiRNAs) pigs using the experimental validated microRNA-targets databases: miRecord (version4), mirTarBase 4.5, TarBaseV5.0 and mirTarPri. This resulted in 78 predicted targets for three out of seven Tongcheng specific DEmiRNAs and 1154 targets for nine out of 20 Landrace specific DEmiRNAs. Gene Ontology (GO) analysis showed that the target genes of DEmiRNAs specific in Tongcheng pigs significantly enriched in regulation of transcription, DNA dependent (FDR = 0.018548), T cell differentiation (FDR = 0.018548), regulation of cell cycle process (FDR = 0.027894) (Supplementary Table S3). These results showed that these DEmiRNAs mainly regulate immune related responses and transcriptional activities. In contrast, the target genes of Landrace specific DEmiRNAs were enriched in G protein-coupled receptor signaling pathway (FDR = 9.94e-26) and signal transduction (FDR = 1.89e-06).

KEGG pathway enrichment analysis showed that Tongcheng specific DEmiRNAs' targets were significantly (p < 0.05) enriched in 24 pathways, while Landrace specific DEmiRNAs' targets were enriched in 38 pathways (Supplementary Table S4). Among the 38 pathways, cell cycle pathway (p = 7.44e-08) (Fig. 4a) was enriched in Landrace pigs consistent with the GO analysis. However, the Tongcheng specific DEmiRNAs' targets were not enriched significantly in cell cycle pathway. These findings indicated that cell cycle related pathways were differentially regulated after infection with PRRSV in Landrace pig lungs. Apoptosis is an important defense mechanism to virus infection. The targets of Tongcheng, but not Landrace, specific DEmiRNAs were significantly enriched in apoptosis pathway (p = 0.008321) (Fig. 4b). Additionally, the targets of Landrace specific DEmiRNAs, but not Tongcheng, were enriched significantly in Toll-like receptor signaling pathway (p = 4.59e-05) and RIG-I-like receptor signaling pathway (p = 0.001425) (Supplementary Table S4). Above all, these results indicated that the specific DEmiRNAs of Tongcheng or Landrace pigs represent different pathways activated by PRRSV infection.

### Prediction of microRNA binding sites on the conserved regions of PRRSV genome

Using miRanda v3.3a software, we predicted 243 cellular microRNAs that can bind to WUH3 PRRSV genome (downloaded from http://www.ncbi.nlm.nih.gov/, accession number: HM853673.2). Among them, six microRNAs (ssc-miR-128, ssc-miR-186, ssc-miR-4332, ssc-miR-218-3p, ssc-miR-2320-5p and ssc-miR-150) were predicted to bind to the 3′UTR of WUH3 PRRSV genome. As the conserved sequences among different strains of viruses might play critical roles on their pathogenicity, the microRNA that can bind to the conserved sequences among different PRRSV strains' genome might be important to the control of the viruses' pathogenicity. Therefore, we downloaded seven other PRRSV strain genome sequences from NCBI (Fig. 5a and Supplementary Table S5). The sequence conservation can be measured by PhastCons value^41^. We first aligned the eight strains of PRRSV genome sequences. Then, the PhastCons Score for each base of the genome of WUH3 strain was calculated (Method) (Fig. 5b). The continuous bases (length > 20 bp) with PhastCons Score larger than 0.8 were considered as conserved sequences among the eight strains of PRRSV. If we set the threshold of PhastCons score as 0.7, miR-181 can be predicted to bind to the conserved region, as confirmed previously^19^. We identified 15 conserved regions among the eight PRRSV strains. A total of 14 microRNAs were predicted to bind to these conserved regions of WUH3 PRRSV genome. Among them, miR-2320-5p can bind to 14847 bp–14869 bp on WUH3 PRRSV genome which is close to the 3′UTR (15171 bp–15347 bp) (Supplementary Table S6). Meanwhile, miR-2320-5p also can bind to the 3′UTR (15226 bp–15248 bp) of WUH3 PRRSV genome. In both breeds, miR-2320-5p was down-regulated significantly at 3 dpi (Tongcheng: log_2_FC = -2.20, p = 7.147e-144, FDR = 3.140e-143; Landrace: log_2_FC = -2.14, p = 1.132e-269, FDR = 4.758e-269) compared to control. 

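The value of miR-2320-5p fell from 1199 in T0 to 260.2 in T3, a log2 fold change of -2.20 (-2.41 to -2.01), and from 2349 in L0 to 533 in L3, a log2 fold change of -2.14 (-2.29 to -1.99). An exact test of the values rounded to whole numbers gave p = 3.98e-144 in Tongcheng pigs and p = 2.6e-270 in Landrace pigs with dispersion 0, and p = 0.00138 and p = 0.00177 with dispersion 0.1 (Benjamini-Hochberg adjusted 0.0745 and 0.0438, the first above the paper's FDR threshold). On the recovered reads, the exact test with dispersion 0 gave p = 3.56e-133 and p = 2.07e-226. At 5 and 7 dpi the log2 fold changes were -0.18 and -0.62 in Tongcheng pigs and -1.06 and -2.35 in Landrace pigs. With TMM factors the fold changes at 3 dpi were -1.96 and -1.82, and with the mean of both breeds' controls as baseline they were -2.48 and -1.86. Of the 14 microRNAs that Supplementary Table S6 lists as binding conserved regions of the WUH3 genome, 9 have deposited values. Among these 9, miR-31 fell past 2-fold at each time point in Landrace pigs (-2.06, -1.41 and -3.04), and miR-2320-5p did so as well. MiR-103 and miR-107, whose values were within 10% of each other in every library, had log2 fold changes of 0.03 and 0.02 in Tongcheng pigs and of -0.47 and -0.48 in Landrace pigs at 3 dpi, and of -1.77 and -1.84 in Landrace pigs at 7 dpi, past 2-fold. From the fall of miR-2320-5p in both breeds at 3 dpi and its predicted binding sites, the paper speculates that PRRSV infection might modulate the expression of miR-2320-5p through a potential combination with the viral genome.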

Taken together, we speculated that the expression of miR-2320-5p might be modulated by PRRSV infection due to the potential combination with PRRSV genome.

### Putative microRNA editing during the PRRSV infection

We identified candidate microRNA editing sites and editing level (Supplementary Table S7) in the lungs from control and infected pigs using previously described methods^42^. A total of 150 and 168 microRNA editing sites (corresponding to 67 and 65 microRNAs) were identified in the lung tissues of Landrace and Tongcheng pigs, respectively (Supplementary Table S8) with 21 microRNAs overlapping. The A-G conversion was the most prevalent among all the eight libraries (Fig. 6a, b). Moreover, we used WebLogo 3.4 to characterize the sequence motif of 10 bp up-/down-stream of the microRNA editing site. In both breeds, we found that at -1 site, G and A were the most prevalent bases and at +10 site, T and A were the most prevalent bases (Fig. 6d). MicroRNA editing level was defined as the ratio of the number of reads supporting the mismatch at the site to the total number of reads detected at this site (Methods). Interestingly, the average RNA editing level in Tongchengs' lungs gradually increased (T0: 0.14248; T3: 0.14475; T5: 0.15517; T7: 0.28584) during to the time-course of HP-PRRSV infection. In Landrace's lungs, the average editing level increased from 0 dpi to 5 dpi (L0: 0.21345; L3: 0.26407; L5: 0.28885) and decreased at 7 dpi (L7: 0.24024) compared with 5 dpi, but still higher than 0 dpi (Fig. 6c). Importantly, compared with the controls (0 dpi), the average RNA editing level in microRNAs were significantly increased at 7 dpi (p = 4.88e-07) in Tongchengs' lungs, and were significantly increased at 3 dpi (p = 0.0061) and 5 dpi (p = 0.00025) in Landraces' lungs. These findings suggested that infection of WUH3 PRRSV caused a significant increase in average microRNA editing level in lung tissues. Next, we identified 22 and 25 microRNAs that were edited at all the time points in the lungs of Tongcheng and Landrace, respectively (Fig. 7a,b). Previous studies implicated that microRNA editing might occur during virus infection^34^,^35^,^36^,^37^,^38^. We found almost 20% (13 out of 65) microRNA were edited after infection in lungs of Tongcheng pigs; this was larger than the corresponding ratio 3% (2 out of 67) in lungs of Landrace pigs. Two out of 13 microRNAs (miR-126 and miR-744) were edited in the lungs of Tongcheng at all the three time points (3, 5, 7 dpi) and one microRNA (miR-27a) was edited in the lungs of Landrace at 3, 5, 7 dpi (Fig. 7c). More importantly, miR-181 was also found edited (Supplementary Table S7). Above all, our findings indicated increased microRNA editing levels in PRRSV infected lungs in both pig breeds.

## Discussion

To investigate the roles of microRNAs in interplay between hosts and PRRSV *in vivo*, we characterized microRNA profiles in lung tissues of pigs (Tongcheng pigs and Landrace pigs) infected with the WUH3 PRRSV (3, 5, 7 dpi) and the lung tissues from control groups of these two breeds. We found 278 known microRNAs expressed in the combined eight microRNA libraries. 

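In the deposited values, 132 of the 246 listed microRNAs of Tongcheng pigs (53.7%) and 167 of the 248 of Landrace pigs (67.3%) were past 2-fold at least once. With dispersion 0.1 in the exact test, 33 and 68 were.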

Among these, ~50% (116 DEmiRNAs in Tongcheng group; 153 DEmiRNAs in Landrace group) were altered significantly after PRRSV infection compared with control groups. The large ratio of DEmiRNAs in total microRNAs suggested that microRNAs play important roles during PRRSV infection in the lung tissues of both breeds. KEGG and GO analysis of target genes of specific DEmiRNAs revealed that different pathways were activated in the two breeds. We predicted 14 microRNAs that can bind to the conserved sequences of eight PRRSV strains (Fig. 5a, Supplementary Table S5). Moreover, we identified candidate microRNA editing sites of microRNAs in the PRRSV infection process. Compared with control groups, the microRNA editing level changed significantly after inoculation with PRRSV, indicating microRNA editing was involved in interactions between hosts and PRRSV.

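MiR-144 had log2 fold changes of -2.81, -0.99 and -1.94 in Tongcheng pigs and -2.51, -2.18 and -1.09 in Landrace pigs at 3, 5 and 7 dpi, a fall in every comparison. The reads behind these were 77, 12, 85 and 15 in T0 to T7 and 168, 27, 57 and 93 in L0 to L7. MiR-219 rose by 1.52, 1.61 and 1.64 in Tongcheng pigs and 1.07, 1.49 and 1.71 in Landrace pigs on the log2 scale. For miR-374a-3p the log2 fold changes were -1.54, -1.95 and -2.54 and -1.76, -1.28 and -1.98, and for miR-374a-5p they were -1.14, -1.77 and -2.25 and -1.26, -1.13 and -2.40.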

Among the 13 DEmiRNAs that significantly differentially expressed at all the three time points in both breeds, miR-144, miR-219 and miR-374a were also differentially expressed in PAMs after infection with PRRSV^24^, and miR-183, miR-219, miR-28-3p and miR-143-3p were all up-regulated significantly at 3, 5, 7 dpi in both breeds. Specifically, previous studies showed that miR-143 could reduce cell proliferation and induce apoptosis through down-regulating DNMT3A^43^ in human cells. And, PRRSV infection can result in apoptosis of host cells^44^, implying that PRRSV infection might lead to cell apoptosis through up-regulating the expression level of miR-143. These results suggested that these microRNAs might be co-regulated and play critical roles in immune responses to PRRSV infection in lung tissues from the two breeds.

Tongcheng specific or Landrace specific DEmiRNAs might reflect breed specific anti-virus mechanisms. Compared with control groups, Tongcheng specific DEmiRNA-22-5p was significantly up-regulated at all the time points. MiR-22 was reported that it could significantly suppress the activity of NF-kB by regulating the expression of nuclear receptor coactivator 1 (NCOA1)^45^. The up-regulation of miR-22-5p might be a strategy for virus to suppress hosts' immune responses in Tongcheng groups, but not in Landrace groups. MiR-122 and miR-215, as Landrace specific DEmiRNAs, were both significantly down-regulated at 3, 5 and 7 dpi. 

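Both miR-122 and miR-215 were past 2-fold at 3, 5 and 7 dpi in Landrace pigs, with log2 fold changes of -1.03, -3.26 and -5.71 for miR-122 and -5.56, -7.30 and -1.61 for miR-215. In Tongcheng pigs, miR-215 was also past 2-fold at each time point, in changing directions (-1.30, 1.12 and 6.13), with 16, 7, 79 and 912 reads in T0, T3, T5 and T7. MiR-122 had a log2 fold change of -1.73 in Tongcheng pigs at 5 dpi. With TMM factors, the fall of miR-122 in Landrace pigs at 3 dpi was -0.71, short of 2-fold.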

Previous studies showed that miR-122 and miR-215^46^ were able to enhance the replication of HCV. Down-regulation of both microRNAs might be an anti-viral strategy for Landrace pigs.

Modulating host cell cycle is a common strategy used by viruses to favor their extremely fast propagation. For example, it has been reported that HIV-1, HSV-1, CMV and EBV^47^,^48^,^49^ arrest human cells in different phases. GO analysis for targets of specific DEmiRNAs in Tongchengs are enriched in one cluster related to DNA damage response (FDR = 0.0185), indicating that the genes involved in the DNA damage responses which mainly occurred in G2 phase were deregulated. 

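The values of miR-122 in Landrace pigs were 55623 at 0 dpi, 27245 at 3 dpi, 5800.1 at 5 dpi and 1062 at 7 dpi. On the log2(value + 1) scale these are decreases of 2.04-fold at 3 dpi, 9.59-fold at 5 dpi and 52.3-fold at 7 dpi. They rest on 48443, 22231, 7880 and 1100 reads, and the intervals of the log2 fold changes were -1.05 to -1.01, -3.30 to -3.23 and -5.80 to -5.62.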

Landrace specific DEmiRNA, miR-122 was down-regulated ~ 2 fold at 3 dpi and ~ 10 and ~ 15 fold at 5 and 7 dpi. CDK4, an important regulator of cell cycle, is the target of miR-122^50^. This result indicated that miRNA-122 might perturb the normal cell progression by regulating the expression level of CDK4. What's more, Marc-145 cells could be arrested in S phase to favor PRRSV replication^51^ consistent with the microarray analysis of PAMs' transcriptional responses to HP-PRRSV (WUH3)^52^. Moreover, the KEGG analysis showed that the targets of Landrace specific DEmiRNAs were enriched in the cell cycle pathway (p = 7.44e-08). Taken together, the data supports our hypothesis that altering the expression level of microRNAs induced by HP-PRRSV infection could modulate the cell cycle.

Our results showed that A to G conversion is the most prevalent mismatch type (Fig. 7a, b), which is consistent with that in human transcriptomes^26^. Previously studies showed that ADAR1 transcription both in human and mouse is IFN inducible^53^,^54^ with the editing level positively correlated with the expression level of ADAR in different tissues^27^. It is possible that PRRSV infection results in up-regulation of expression of ADAR leading to elevated RNA editing after infection. In our study, after infection, the average microRNA editing levels were higher than control groups in both breeds (Fig. 7c). Growing evidence suggests that microRNA editing might involve immune responses to virus infection. During HCMV infection, edited miR-376 down-regulates the expression of HLA-E which promotes NK cell ability to eliminate the HCMV infected cells^60^. Further study showed that microRNA editing occurred in pre-miRNA-126, pre-miRNA-744 in Tongcheng and in pre-miRNA-27a in Landrace at 3, 5 and 7 dpi (Supplementary Table S5). It has been demonstrated that microRNA editing can dramatically change target specificity^33^,^55^,^56^ Compared with control microRNAs^30^. Although, the editing sites in miR-126, miR-744 and miR-27a were not in conserved seed sequences, they might affect the processing of mature microRNAs by down-regulating their expression levels. A previous study showed that miR-27a can keep inflammation from over responding^57^. Compared with control groups, miR-27a was down-regulated at 3 dpi (log_2_FC = -0.75), 5 dpi (log_2_FC = -0.64) and 7 dpi (log_2_FC = -0.26), in Landrace pigs possibly due to microRNA editing altering immune responses to PRRSV infection. 

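MiR-27a had values of 47359 at 0 dpi, 28073 at 3 dpi, 30484 at 5 dpi and 39629 at 7 dpi in Landrace pigs, with log2 fold changes of -0.75 (-0.78 to -0.73), -0.64 (-0.66 to -0.62) and -0.26 (-0.28 to -0.24). None of these was past 2-fold. Under median of ratios scaling they were -0.43, -0.12 and 0.37, a rise at 7 dpi.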

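At 3 dpi, miR-744 changed from 902 to 764 in Tongcheng pigs, a log2 fold change of -0.24 (-0.39 to -0.09), and from 1278 to 1509.9 in Landrace pigs, a log2 fold change of 0.24 (0.12 to 0.36). The reads were 758 and 752 in T0 and T3, and 1113 and 1232 in L0 and L3. In Tongcheng pigs the fold change was 0.00 with TMM factors, that is, no fall. At 7 dpi it was 2.15 in Tongcheng pigs and 1.27 in Landrace pigs.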

Compared with control group, miR-744 was ~15% down-regulation in the lungs of Tongcheng pigs at 3 dpi; conversely, it was ~18% up-regulated in the lungs of Landrace pigs at 3 dpi. Previous studies showed that TGF-β1 is the direct target of miR-744^58^. It is possible that down-regulated miR-744 might up-regulate the expression of regulator of B-cell homeostasis, TGF-β, which might contribute to the elimination of PRRSV^59^.

In summary, comparing the microRNA expression profiles between Tongcheng and Landrace pigs after PRRSV infection indicated that pathways were differentially regulated between the two pig breeds. These findings provide insights to the mechanisms about how genetic factors influence the anti-viral strategy through regulating microRNA expression. We first predicted potential microRNA editing events during PRRSV infection; compared with control groups, the significant increase of RNA editing level after infection needs further functional validation. Above all, our results provided novel and crucial roles of microRNAs on PRRSV infection *in vivo* and provide insights into the mechanisms of PRRSV pathogenicity.

## Methods

### Ethics statement

All experiments were performed in accordance with relevant guidelines and regulations; the Animal Care and Use Committee of Huazhong Agricultural University approved this research. The samples collection procedures according with the Guidelines of Huazhong Agricultural University, and scientific, ethical and legal principles of the Hubei Regulations for the Administration of Affairs Concerning Experimental Animals which have been accepted world-widely. Animal treatment is in strict accordance with the 《Recommendations in the Hubei Regulations for the Administration of Affairs Concerning Experimental Animals, 2005》, which has been approved by the Department of Science and Technology of Hubei Province in China (Permit Number: SYXK(ER)2010-0029).

### Animal challenge, samples collection and small RNA sequencing

A total of 24, 5 weeks old pigs (12 Tongcheng pigs and 12 Landrace pigs), free from PRRSV, were randomly chosen to perform further experiments. Three Tongcheng pigs and three Landrace pigs were randomly selected as control groups. The remaining 18 pigs were inoculated with a high pathogenic PRRSV (WUH3) in muscle at a 3 mL 10^5^ TCID_50_ dose for each pig. At 3, 5, 7 dpi, we randomly slaughtered three Tongcheng pigs and three Landrace pigs. The lung tissues from the slaughtered pigs were collected and were immediately snap-frozen in liquid nitrogen and stored at −80°C until use. The total RNA from each lung was extracted using Trizol reagent (Invitrogen, Carlsbad, USA) following the manufacture's recommendations. RNA quality and quantity were evaluated using Agilent 2100 Bioanalyzer. Equal quantities of RNA isolated from three lungs from three pigs at each time point were pooled. Totally, eight small RNA libraries were constructed according to the standard illumina protocols and were sequenced on solexa platform. The deep sequencing data have been deposited in NCBI SRA database and are accessible through GEO series accession number GSE58436.

The PAMs were obtained by lavaging lungs of 8-weeks-old Landrace and Tongcheng pigs then cultured in RPMI 1640 medium supplemented with 10% FBS and penicillin/streptomycin. Cells were harvested using EASYspin kit produced by Aidlab Biotechnologies Co., Ltd and RNA was extracted following the manufacturer's protocol. U6 RNA was set up as endogenous control. M-MLV Reverse Transcriptase (Takara) was used to reverse transcribes miRNAs. The qRT-PCR was performed in LightCycler® 480 Real-Time PCR System. The primers used for qRT-PCR were listed in Supplementary Table S9.

### Alignment and annotation of small RNAs

The raw reads were filtered by following steps: (1). Trimmed the bases with low quality (<20) from 5′ end; (2). Discarded the whole reads with average quality less than 20; (3). Clipped adaptor sequence and discarded reads shorter than 18 bp; then, the clean reads were obtained. We used BWA (default set) to align the clean reads on the pig genome (Sscrofa10.2.71). Only the aligned reads mapping uniquely were used for further analysis. Then, all the reads were compared with pig mature microRNA sequences (miRBase release 19) using blastn. The parameters were set to 95% identity and 80% coverage. Blastn and perl scripts were used to calculate the reads count for each microRNA. Novel microRNAs were predicted using mireap 2.0 software. The edgeR package was used to normalize the expression value of microRNAs (TMM) in different libraries and call differential expressed microRNAs (fold change > 2 and FDR < 0.05). We set the dispersion as 0.1 according to previous study^61^. 

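The dispersion sets how much 2 libraries of one condition are taken to vary beyond counting. In the exact test of the deposited values rounded to whole numbers, with a fold change above 2 and an adjusted p-value below 0.05, dispersion 0.1 left 2, 12 and 23 microRNAs at 3, 5 and 7 dpi in Tongcheng pigs and 10, 24 and 53 in Landrace pigs. With dispersion 0, on the recovered reads, 56, 72 and 80 passed in Tongcheng pigs and 75, 86 and 112 in Landrace pigs.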

The false discovery rate was calculated using Benjamini algorithm.

### Target prediction and functional analysis

The targets of microRNAs were extracted from experimental validated miRNA-mRNA databases: miRecord version4, mirTarBase 4.5, TarBaseV5.0 and mirTarPri. Functional annotation of predicted microRNA targets were performed based on Gene Ontology (GO) database and the pathways that they enriched in were analyzed using Kyoto Encyclopedia of Genes and Genomes database (KEGG). The significantly enriched functional categories were determined by the multiple test adjustment proposed by Benjamini & Hochberg. KEGG pathway enrichment analysis and visualization were performed using R packages: GOstats and pathview. The KEGG pathways with a p < 0.01 were defined as significantly enriched pathways.

### Prediction of microRNA binding sites on PRRSV genome

We downloaded the genome of WUH3 strain (NCBI accession number: HM853673.2) of PRRSV from NCBI (http://www.ncbi.nlm.nih.gov/). The microRNAs binding sites on PRRSV genome were predicted using miRanda v3.3a software. And the coordinates of microRNAs bind sites on PRRSV(WUH3) genome were extracted using perl scripts. We downloaded other seven strains PRRSV's genome sequences from NCBI (Fig. 5a). To identify the conserved regions among the eight strains, the PhastCons scores for each base were calculated (Fig. 5b) by the following steps: first, the muscle 3.8.31 software was used to create alignment fasta documents of PRRSV genomes. And the evolutionary tree was plotted according to the fasta document using FigTree. Second, we used phyloFit to create *.mod file, which was the input file for phastCons socre calculation; third, phastCons score, was calculated by using phastCons software. Perl scripts were used to extract the consecutive regions' with average phastCons score larger than 0.8. We used bedtools intersect function to get the microRNAs that were predicted to bind to the conserved sites on WUH3 genome.

### Identification of potential microRNA editing sites

According to the method described in Ref. 37 (detailed in Supplementary), we identified microRNA editing sites located on the known microRNA sequences. The common and specific microRNAs undertook RNA editing across all the time points in the lungs of Tongcheng and Landrace were analyzed using perl scripts. The RNA editing level was showed as the ratio of the reads support the mismatch in the site to the total reads detected on this site. The significance of the pairwise comparisons of average microRNA editing level between control group and infected groups in the two breeds was evaluated using Kolmogorov-Smirnov test. The sequence motif of 10 bp up/down stream around the microRNA editing site in the lungs of Tongcheng and Landrace pigs were analyzed using WebLogo 3.4.

## Supplementary Material

Supplementary Information Supplementary Information

## Figures and Tables

**Figure 1:**
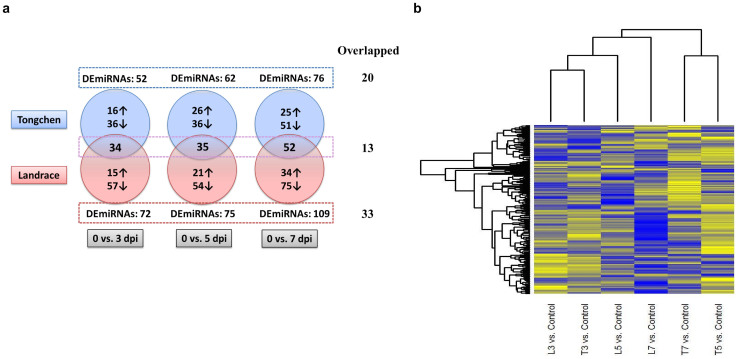
Differentially expressed microRNAs (DEmiRNAs) analysis. (a) Common DEmiRNAs among different time points and between the two breeds. (b) Heatmap for DEmiRNAs at 3, 5, 7 dpi compared with control groups in the two breeds. The log_2_ fold changes were used to plot the heatmap. MicroRNAs shown in yellow had up-regulated expression and those shown in blue had down-regulated expression in the lungs of infected individuals compared with control groups. Hierarchical clusters of microRNAs and samples were clustered using default set of heatmap.2.

**Figure 2:**
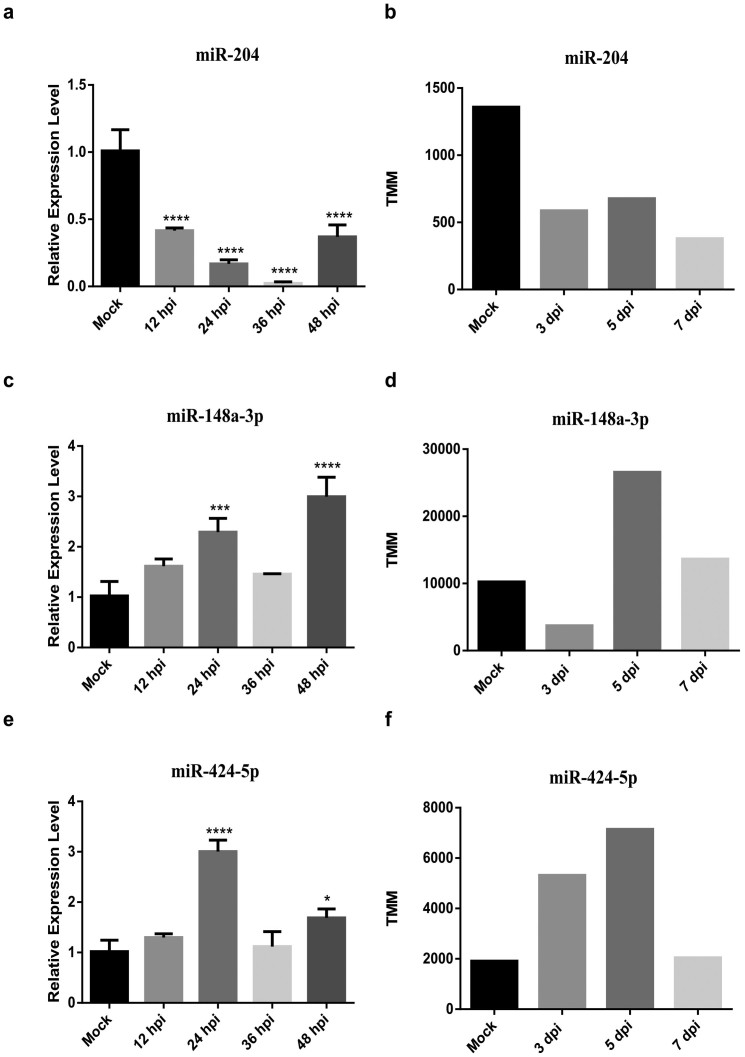
Validation of DEmiRNAs in PAMs from the lung of Tongcheng pig using qRT-PCR. We randomly chose three DEmiRNAs (miR-204, miR-148a-3p, miR-424-5p) in the lung tissues of Tongcheng pigs from our data. (a), (c) and (e) are the qRT-PCR results; (b), (d) and (f) are TMM values of microRNAs. All the data for qRT-PCR were normalized to U6 and were represented as mean ± SD (n = 3). Statistical significance was analyzed by ANOVA; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Figure 3:**
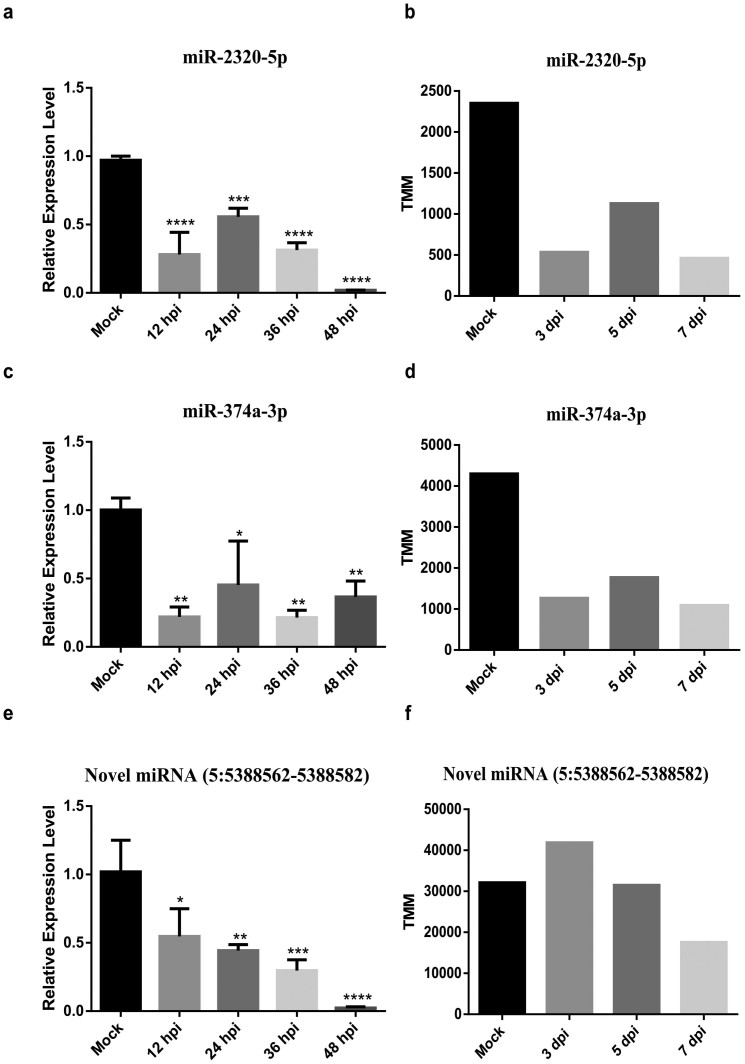
Validation of DEmiRNAs in PAMs from the lung of Landrace pig using qRT-PCR. We randomly chose three DEmiRNAs (miR-2320-5p, miR-374a-3p, Novel miRNA (5:5388562-5388582)) in the lung tissues of Landrace pigs from our data. (a), (c) and (e) are the qRT-PCR results; (b), (d) and (f) are TMM values of microRNAs. All the data for qRT-PCR were normalized to U6 and were represented as mean ± SD (n = 3). Statistical significance was analyzed by ANOVA; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

**Figure 4:**
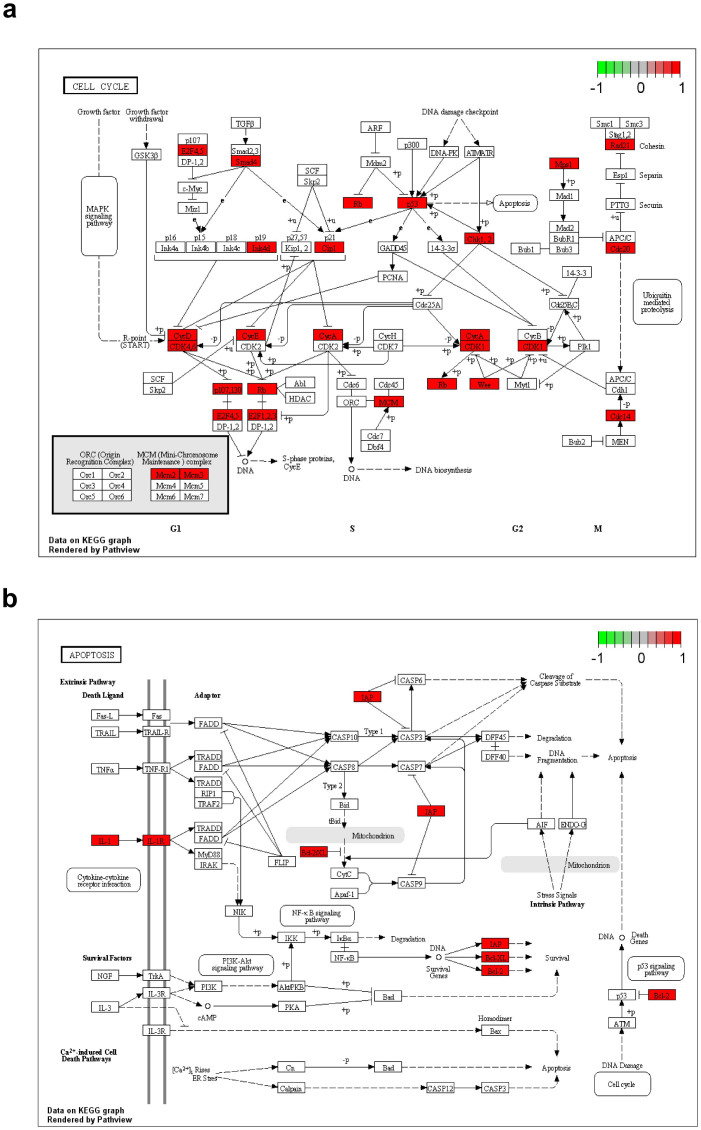
Target genes of Tongcheng/Landrace specific DEmiRNAs' KEGG pathways enrichment analysis (a) Landrace specific DEmiRNAs target genes enriched in cell cycle pathway. (b) Tongcheng specific DEmiRNA target genes enriched in apoptosis pathway. The red boxes represent the target genes of Tongcheng or Landrace specific DEmiRNAs.

**Figure 5:**
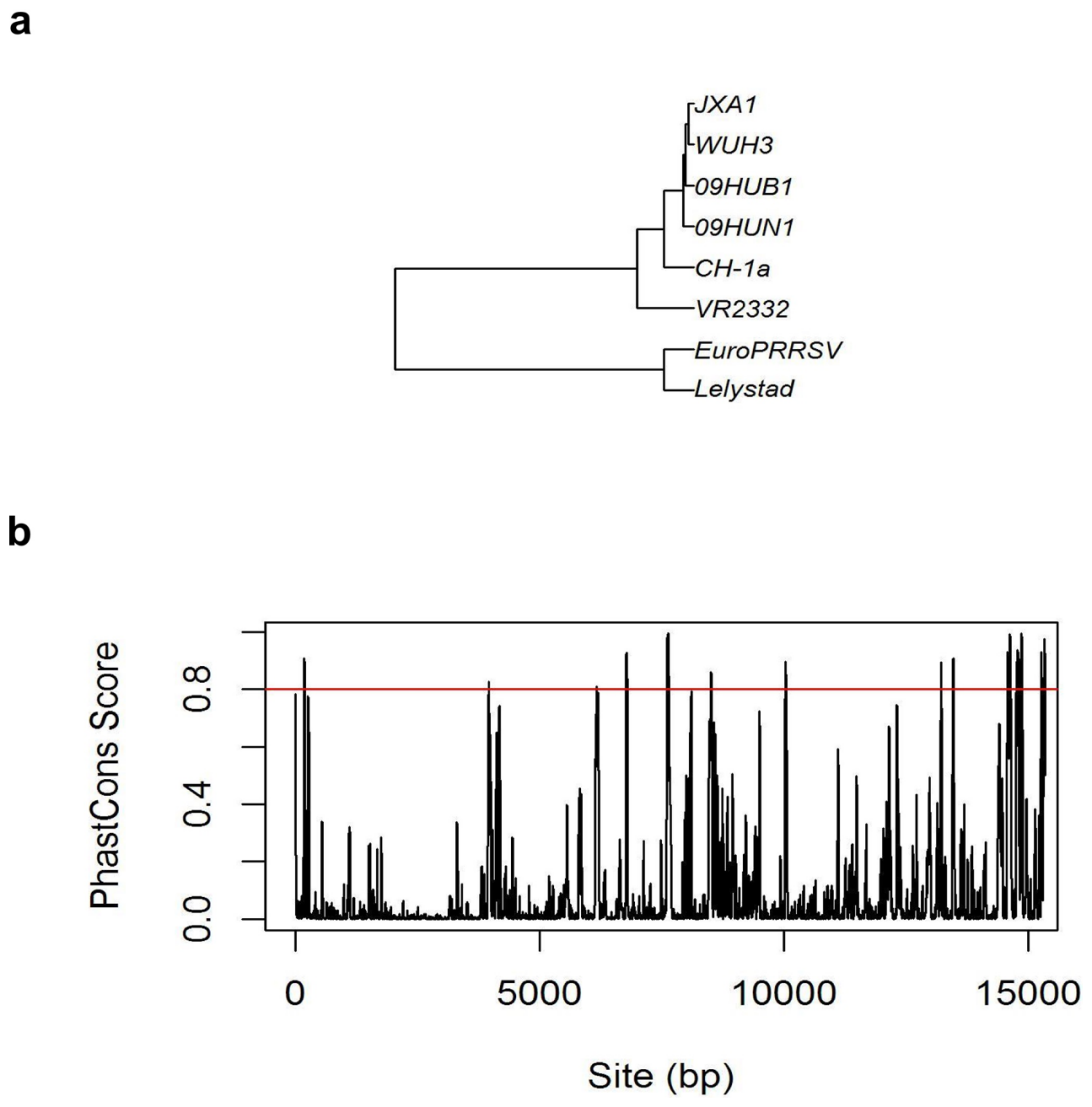
Comparison of eight strains of PRRSV using evolutionary analysis and PhastCons Score distribution along WUH3 genome (a) The evolutionary relationship among the eight strains. (b) The distribution of PhastCons Score for each base on WUH3 genome. Red line represents the threshold (PhastCons Score = 0.8) for conservation.

**Figure 6:**
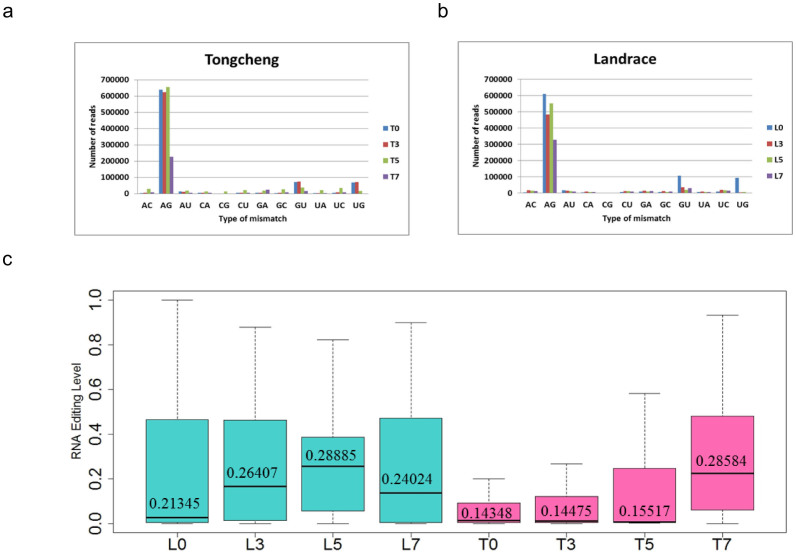
The microRNA editing profile during the HP-PRRSV infection in the lungs of Tongcheng and Landrace. (a), (b) Distribution of the number of editing type in the lungs of the two breeds. (c) Average microRNA editing level in control groups (L0, T0) and after infection in the two breeds. The RNA editing level was showed as the ratio of the reads support the mismatch in the site to the total reads detected at this site. The statistic method used in Figure 6c is Kolmogorov-Smirnov test (K-S test). L0 vs. L3: p-value = 0.006148; L0 vs. L5: p-value = 0.000225; L0 vs. L7: p-value = 0.1272; T0 vs. T3: p-value = 0.9997; T0 vs. T5: p-value = 0.07608; T0 vs. T7: p = 4.884e-07.

**Figure 7:**
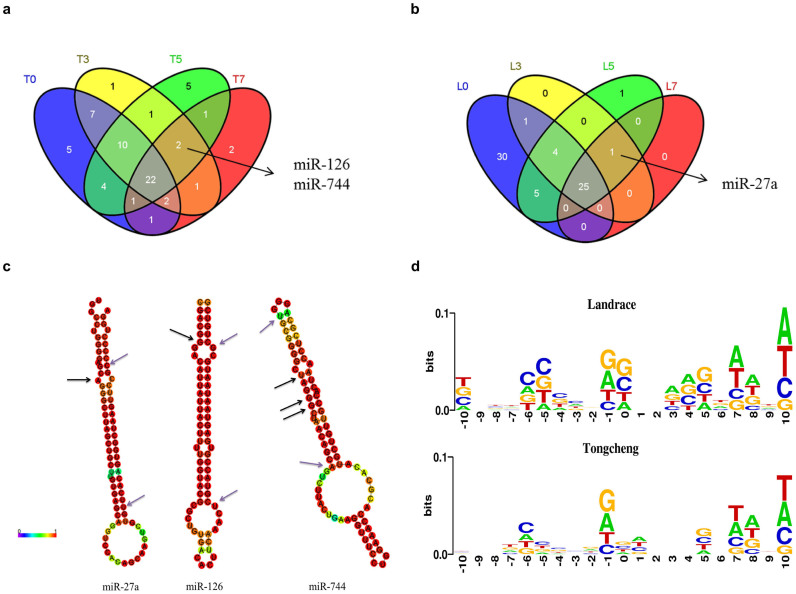
Common and specific microRNAs undertaken microRNA editing (a),(b) Venn diagram showing the common and specific microRNAs undertook editing in the four time points in the two breeds. (c) Second structure and the editing sites of microRNAs induced by PRRSV infection in the two breeds. The black arrow indicated RNA editing site; The sequence between the purple arrows indicated the mature sequence. (d) Sequence motif for the 10 bp up-/downstream of the editing site.

**Table 1:** Sequencing data filter and mapping

	L0 (Control)	L3 (3 dpi)	L5 (5 dpi)	L7 (7 dpi)	T0 (Control)	T3 (3 dpi)	T5 (5 dpi)	T7 (7 dpi)
Raw reads	18455183	19359113	28886943	30282221	18121314	19868517	27941576	28358232
Clean reads	16497848	16457860	25964127	21508237	16501725	14276535	23607746	17275229
Mapped reads	15166411 (82.18%)	15918810 (82.23%)	25082301 (86.83%)	20518759 (67.76%)	15355797 (84.74%)	13735202 (69.13%)	22799233 (81.60%)	15999510 (56.42%)
Unique mapped reads	7749540	8035638	12888438	11029048	8762889	6673943	12018715	8927363
Detected Known miRNAs (reads > 1)	255	249	261	250	249	249	261	248
Novel miRNAs (reads > 1)	159	178	308	239	136	182	285	183

Note: T: Tongcheng; L: Landrace. dpi: day post infection.

**Table 2:** Significantly differential expressed microRNAs at all the time points (3,5,7 dpi) compared with control individuals in the two breeds

Landrace	microRNA	0 dpi	3 dpi	5 dpi	7 dpi
		TMM			
Up	**ssc-miR-183**	65	1961	2588	412
	ssc-miR-30c-3p	2610	10670	6738	7063
	**ssc-miR-143-3p**	192555	578719	1146757	974013
	**ssc-miR-28-3p**	541	1274	1301	1455
	**ssc-miR-219**	40	84	112	131
	ssc-miR-129a	639	1331	307	89
Down	ssc-miR-215	3863	81	24	1268
	ssc-miR-4332	235	20	59	55
	ssc-miR-382	37	7	9	11
	**ssc-miR-144**	193	34	42	90
	ssc-let-7i	580833	105860	115555	279454
	ssc-miR-2320-5p	2350	534	1128	462
	ssc-miR-31	9513	2276	3576	1154
	ssc-miR-301	97	24	26	25
	**ssc-miR-1839-3p**	65	16	9	6
	**ssc-miR-374a-3p**	4298	1265	1768	1088
	ssc-miR-432-5p	161	48	20	27
	**ssc-miR-95**	518	175	72	85
	ssc-miR-345-3p	2181	742	974	776
	ssc-miR-452	178	65	34	73
	ssc-miR-664-5p	1553	613	741	447
	ssc-miR-146a-5p	13012	5145	2046	1704
	ssc-miR-146b	13667	5405	2078	1732
	**ssc-miR-145-3p**	390	159	98	170
	**ssc-miR-142-5p**	8382	3461	3670	932
	ssc-miR-205	911	379	305	179
	**ssc-miR-374a-5p**	7033	2934	3216	1330
	**ssc-miR-126-5p**	13575	5762	2546	6759
	**ssc-miR-374b-5p**	6084	2613	2791	723
	ssc-miR-195	26235	11589	12185	2585
	ssc-miR-628	128	62	30	11
	ssc-miR-30b-5p	11423	5569	4200	2780
	ssc-miR-122	55623	27245	5801	1063

Note: the “bold” means overlapped DEmiRNAs between the two breeds

**Table 3:** Tongcheng/Landrace specific DEmiRNAs compared with control individuals

Tongcheng	microRNA	0 dpi	3 dpi	5 dpi	7 dpi
		TMM			
	ssc-miR-204	1359	588	678	380
	ssc-miR-374b-3p	864	242	13	277
	ssc-miR-22-5p	406	897	1206	874
	ssc-miR-10a-3p	186	75	67	59
	ssc-miR-345-5p	52	108	191	103
	ssc-miR-450b-5p	49	16	8	13
	ssc-miR-491	43	108	103	94

# Supplementary material for: Difference in microRNA expression and editing profile of lung tissues from different pig breeds related to immune responses to HP-PRRSV
**Source:** Sci Rep. 2015 Apr 9;5:9549. doi: 10.1038/srep09549
**Supplement:** Supplementary Information

**Difference in microRNA expression and editing profile of lung tissues  
from different pig breeds related to immune responses to HP-PRRSV**

Jia Li<sup>1</sup>, Zhisheng Chen<sup>1</sup>, Junlong Zhao<sup>2</sup>, Liurong Fang<sup>2</sup>, Rui Fang<sup>2</sup>, Jiang Xiao<sup>2</sup>, Xing Chen<sup>2</sup>, Ao Zhou<sup>2</sup>, Yingyin Zhang<sup>2</sup>, Liming Ren<sup>1</sup>, Xiaoxiang Hu<sup>1</sup>, Yaofeng Zhao<sup>1</sup>,  
Shujun Zhang<sup>2\*</sup>, Ning Li<sup>1\*</sup>

Republic of China

## **Supplementary Materials**

Supplementary Figure S1 The length distribution of sequencing reads

Supplementary Figure S2 Small RNA annotation

Supplementary Table S1 Novel microRNAs predicted by mireap 2.0

Supplementary Table S2 Top 10 up-/down-regulated microRNAs at 3, 5, 7 dpi compared with control individuals (0 dpi) in Tongcheng and Landrace pigs' lungs

Supplementary Table S3 GO term (Biological Process) enrichment analysis of breed specific common DEmiRNAs' target genes (Top five)

Supplementary Table S4 KEGG enrichment analysis of breed specific common DEmiRNAs' targets

Supplementary Table S5 Accession number of the genome of the eight PRRSV strains

Supplementary Table S6 14 microRNAs predicted to bind to conserved regions of WUH3 genome

Supplementary Table S7 MicroRNAs editing level in the lungs of Tongcheng and Landrace pigs

Supplementary Table S8 MicroRNA editing sites number

Supplementary Table S9 Primers for qRT-PCR

Supplementary Table S10 The overlapped DEmiRNAs between the two breeds

A

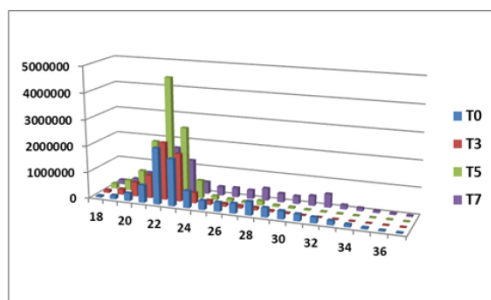

B

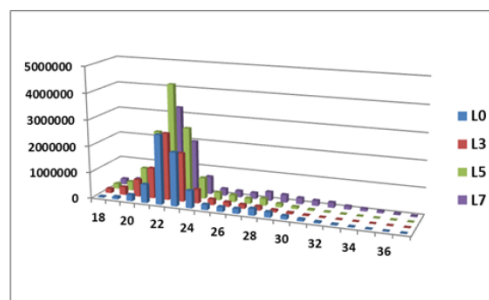

Supplementary Figure S1. The length distribution of sequencing reads

The x-axis represents the length (bp) of reads; The y-axis represents the number of reads. T0 : small RNA library of Tongcheng lung tissues at 0 dpi; T3 : small RNA library of Tongcheng lung tissues at 3 dpi; T5: small RNA library of Tongcheng lung tissues at 5 dpi; T7: small RNA library of Tongcheng lung tissues at 7 dpi; L0: small RNA library of Landrace lung tissues at 0 dpi; L3: small RNA library of Landrace lung tissues at 3 dpi; L5: small RNA library of Landrace lung tissues at 5 dpi; L7: small RNA library of Landrace lung tissues at 7 dpi;

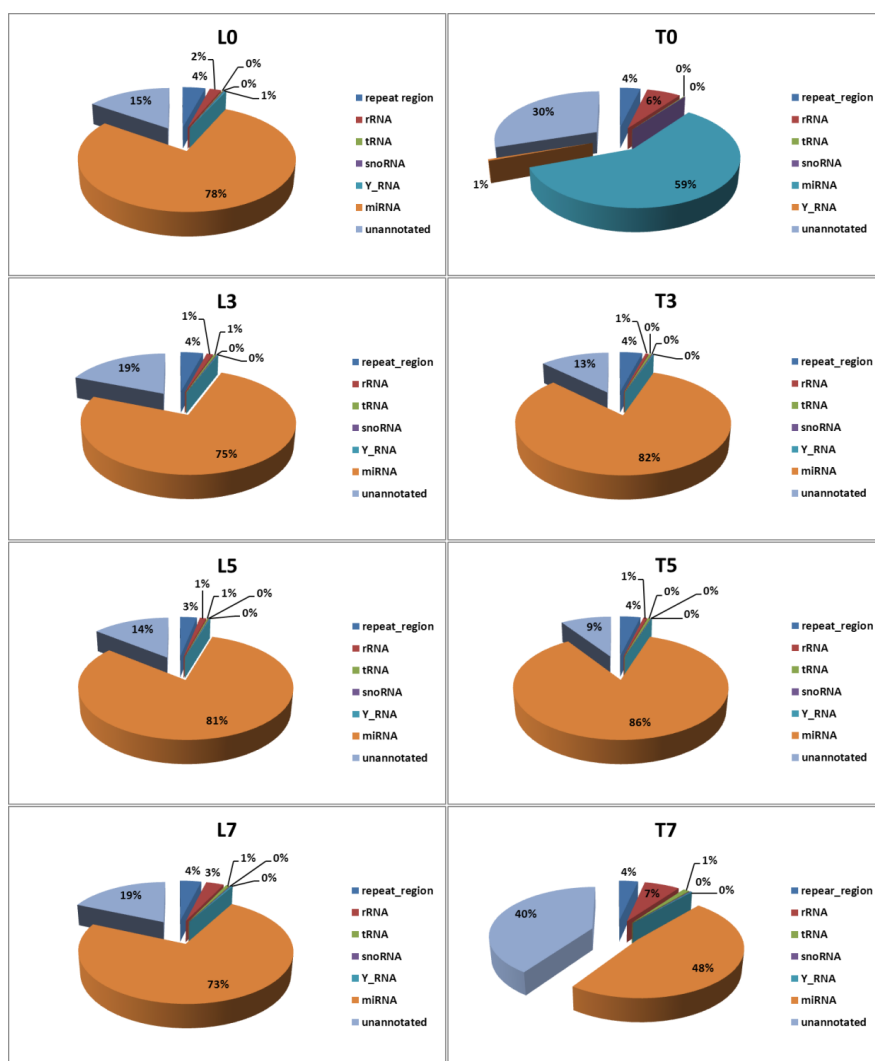

# Supplementary Figure S2. Small RNA annotation

Supplementary Table S1. Novel microRNAs predicted by mireap 2.0

Supplementary Table S2. Top 10 up-/down-regulated microRNAs at 3, 5, 7 dpi compared with control groups in Tongcheng and Landrace pigs' lungs

Supplementary Table S3. GO term (Biological Process) enrichment analysis of breed specific common DEmiRNAs' target genes (Top five)

**Tongcheng specific common DEmiRNAs GO enrichment (BP)**

**Landrace specific common DEmiRNAs GO enrichment (BP)**

Supplementary Table S4. KEGG enrichment analysis of breed specific common DEmiRNAs' target genes

# KEGG enrichment of Tongcheng specific DEmiRNAs' target genes

Supplementary Table S5. Accession number of the genome of the eight PRRSV strains

Supplementary Table S6. 14 microRNAs predicted to bind to conserved regions of WUH3 genome

“—”: no detection

Supplementary Table S7. MicroRNAs editing level in the lungs of Tongcheng and Landrace

“NULL”: no detection

Supplementary Table S8 | MicroRNA editing sites number

Supplementary Table S9 | Primers for qRT-PCR

Supplementary Table S10 | The overlapped DEmiRNAs between the two breeds

The details for the identification of microRNA editing sites:

1. Filtering reads with low quality and remove adaptors

- 1). Using the fastx\_clipper in FASTX-Toolkit to remove adaptors.
- 2). Using FASTX-Toolkit to trim the bases have a quality less than 20 and abandon reads that have more than 50% bases with a less than 20 quality.

2. Align clean reads on reference genome using bowtie

We used Bowtie to map reads on reference genome and extract the unique map location reads to perform further analysis.

3. Mapping the mis-matches against the Pre-miRNA sequences

- 1). We downloaded the Sus\_hairpin sequences from miRBase 19 databases to mapping them on pig reference genome. And, we can get the locations of the pre-miRNAs.

2). Next, we used `Analyze_mutation.pl` script with the pre-miRNA mapping output and Bowtie output files as input files to get the mutations in pre-miRNA sequences.

#### 4. Remove sequencing errors using binomial statistics

We used `Binomial_analysis.pl` with the output file from the previous step as input to perform binomial statistics. The P-value was corrected using Bonferroni.

#### 5. Remove the known SNPs

As the mis-matches we detected might be the known SNPs, to avoid this kind of impact, we downloaded the known SNPs of pigs from Ensembl. We used customized perl script to remove these known SNPs from our results.

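The editing level of a site is the ratio of reads that carry a mismatch to all reads at that position of a pre-miRNA. The steps described here align reads to the genome with Bowtie, keep reads with a unique location, place the pre-miRNA sequences on the same genome, list the mismatches that fall inside them, test each mismatch against sequencing error with a binomial test, adjust its p-value by the Bonferroni method and remove positions of known SNPs.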

How the deposited data were processed for this re-analysis (not part of the article)

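The data are small RNA sequencing libraries of lung tissue from Tongcheng and Landrace pigs, 1 library for each breed at 0 (control), 3, 5 and 7 dpi with HP-PRRSV WUH3, each made from the pooled RNA of 3 pigs. The authors trimmed the reads, aligned clean reads of 18 bp or more with BWA to Sscrofa10.2.71, kept uniquely mapped reads, matched them by blastn to the pig mature microRNAs of miRBase release 19 and counted the reads of each microRNA. They normalized the counts with edgeR and deposited, for each library, 1 normalized value per microRNA, a unit named TMM by the authors. The deposited values are not whole numbers, sum to nearly the same total in the 4 libraries of a breed (6485438 in T0 and 8602038 in L0) and list only microRNAs with a value above 0 in all 4 libraries of the breed. No factor besides the library total could be seen in them, so the totals had been equalized within each breed but not between breeds. The design written for the tests assumed TMM values, and it was kept as written for values of this scaling.

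The low values of each library follow an even ladder, a constant plus a step per read. Dividing by the step gave whole reads for 100% of the values below 1000 in every library, and the sums of these reads, 4226168 in T7 to 12038636 in T5 and 7019148 in L3 to 11686560 in L5, are the depth of the expression values. A floor of 3 reads corresponds to a value between 1.62 (T5) and 4.60 (T7). For each log2 fold change a 95% interval was computed from the reads of the 2 libraries by the exact Clopper-Pearson method, given their sum. These intervals and floors cover counting error only, since reads copied by PCR are not independent molecules and no pool was sequenced more than once.

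Samples were grouped by breed and day as the paper describes them. Each infected library was compared with the control library of its breed. In the main setting, a microRNA with a value of at least 10 in at least 1 of the 2 libraries was counted when its log2 fold change, with a pseudocount of 1, was above 1 or below -1, which is the paper's fold change threshold of 2 without its FDR step. Sets 1 to 8, their overlaps and the breed-specific sets were formed as the paper defines them. The similarity of the 6 profiles was measured by Euclidean distance with complete linkage. As the only comparison with more than 1 library on each side, limma (lmFit and eBayes with trend, two-sided, Benjamini-Hochberg adjustment, threshold 0.05) compared the 6 infected with the 2 control libraries on the log2(value + 1) scale with breed as covariate, for microRNAs with a value of at least 10 in at least 2 libraries. The infected libraries of that comparison span 3 time points, and the paper does not make it.

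The microRNAs named in the text were fixed by a rule, namely each microRNA whose expression the paper names in its text, in Tables 2 and 3 or in Supplementary Tables S2 and S6, the largest rise and the largest fall of each comparison, and the 5 with the smallest adjusted p-value in limma. Of the 92 microRNAs that this rule gave, 87 have deposited values. MicroRNAs named for other reasons appear in the closing section, or in a passage as members of a set that has been counted or as the largest change under an alternative. The microRNA names are those of the deposited values.

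The alternatives were pseudocounts of 0.1 and 10, no filter and a minimum value of 100, rescaling of the libraries to the same total or by median of ratios, a baseline taken as the mean log2 value of both control libraries, and an exact test of the 2 libraries with dispersion 0 on the recovered reads or with dispersion 0.1 on the values rounded to whole numbers. For miR-2320-5p at 3 dpi the test with dispersion 0 was run on the rounded values as well. For the profiles they were correlation distance, all microRNAs with a value of at least 10 in every library, and no control subtracted. For limma they were a pseudocount of 10, no filter, median of ratios, no breed covariate and each infected library left out in turn. TMM factors from the recovered reads (30% of the log ratios and 5% of the mean values trimmed at each end), alone and with the exact test at dispersion 0, were added after the equal totals had been seen. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

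The computations were tested on simulated data. Whole reads were drawn around those of each of the 8 libraries and turned into values with that library's step and constant. All of them (100%) were recovered from values below 1000, which checks the computation and not the ladder itself. Reads were then drawn for 246 microRNAs at the depths of T0 and T3, with 200 of them changed 4-fold. Of these, 185 of the 186 that passed the filter were called in the right direction (99.5%), and 1 of 41 unchanged ones was called. With libraries drawn at dispersion 0.1 and no true change, 33 of the 246 simulated microRNAs passed the filter and were past 2-fold by accident. The exact test at dispersion 0.1 gave p-values below 0.05 for 3.66% of microRNAs, and the test at dispersion 0 for 69.5%. A true TMM factor of 0.506 was estimated as 0.506 when a few abundant microRNAs rose and the rest were unchanged, the case that TMM factors assume. In the data 26.9% (T3) to 49.1% (L7) of the tested microRNAs were past 2-fold, which this simulation does not cover. In limma, 188 of 188 changed microRNAs were called in the right direction and 1 of 42 unchanged ones was called. In a simulation without change, 0 of 231 were called.

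Predicted microRNAs without a miRBase name, the qRT-PCR measurements in PAMs, the target gene and pathway enrichment and the binding prediction on the PRRSV genome were not analysed here. Editing levels were not re-derived from reads. The paper's Supplementary Table S7 was used for them in the closing section only. Genomic coordinates were not used here, because the gene table at hand is of another genome build than the one the authors aligned to.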

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

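The tests on signs that fall by accident and on a control pool that stands apart at the breed-specific DEmiRNAs were chosen after the results were seen, as was the count for the DEmiRNAs of both breeds, and the test on the difference between the control libraries was written before its result.

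8 microRNAs had log2 fold changes above 0 at 3, 5 and 7 dpi in Tongcheng pigs and below 0 at all 3 time points in Landrace pigs, so that every infected library of a breed moved one way and every infected library of the other breed the opposite way. They were miR-148b-5p, miR-185, miR-187, miR-206, miR-378, miR-455-5p, miR-490-5p and miR-574, and 0 microRNAs showed the reverse order. 0 of the 8 were past 2-fold in all 6 comparisons. In limma, the difference of the infection effect between the breeds had an adjusted p-value below 0.05 for 0 of the 8 and an unadjusted one for 0, so a difference between the breeds was not shown for them. The largest difference of the breeds' mean log2 fold changes was that of miR-490-5p, at 2.52. When the signs of one microRNA in Tongcheng pigs were paired with those of another in Landrace pigs, a mean of 31.1 microRNAs over 10000 draws had opposite signs throughout, and 100% of the draws gave as many as observed. These draws break the correlation between the breeds, in which 82 of 239 microRNAs had the same sign in all 6 comparisons, and so had to give more. They therefore decide nothing about signs that fall by accident, and no test that could have excluded this explanation was run. With TMM factors 2 of the 8 kept opposite signs. The split of 8 to 0 in direction was not tested.

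Between the 2 control libraries, which the paper does not compare with each other, 29 of 225 microRNAs were past 2-fold after rescaling to a common total, 17 higher in Landrace and 12 higher in Tongcheng pigs. The largest differences were those of miR-215 (log2 difference 7.19, higher in L0) and miR-374b-3p (-4.38, higher in T0). The same count between the infected libraries of one day ranged from 26 to 58, so the number for the controls lies inside the range that any 2 libraries of one day gave. Pairs of libraries of different days gave at least 52, and the median of the 28 pairs was 75. A difference between the breeds and a difference between 2 pools of 3 pigs cannot be told apart here, since each breed had 1 control pool.

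The control pools enter every fold change. Of the 27 breed-specific DEmiRNAs in the paper's Tables 2 and 3, 26 were past 2-fold throughout in their breed with the breed's own control at a common total, and 10 were with the other breed's control, in the same direction at each time point as with their own, 3 of 7 in Tongcheng pigs and 7 of 20 in Landrace pigs. The log2 fold changes of let-7i in Landrace pigs at 3, 5 and 7 dpi were 0.01, 0.14 and 1.41 against T0, and those of miR-122 were 0.47, -1.76 and -4.21. In Tongcheng pigs against L0, miR-22-5p had 0.04, 0.46 and -0.00 and miR-374b-3p had 2.55, -1.60 and 2.74. The 27 were chosen by the paper for their change against their own control, so another control lowers their number by selection alone. Of the 13 DEmiRNAs that the paper lists for both breeds, 11 in Tongcheng pigs and 10 in Landrace pigs were so by the same rule (12 and 13 with their own control), but these had been chosen for passing in both breeds. For the 10, such as miR-204, miR-31 and miR-146b, the call and direction were the same with either control. Some of the others missed 2-fold only narrowly with the other control, such as miR-301 (-1.08, -0.98 and -1.03) and miR-345-3p (-1.27, -0.88 and -1.21). MiR-122 and miR-628 kept falls past 2-fold at 5 and 7 dpi. Missing 2-fold at a time point does not tie these changes to the control pool. Let-7i, miR-22-5p and miR-374b-3p, among others, lost or reversed their change at most time points. Their change cannot be told apart from the effect of a control pool that stands apart at these microRNAs.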

How the results depend on the processing

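The alternatives below were set before the data were examined, except the 2 that use TMM factors, which were chosen after the equal totals had been seen. The tests named in this part are the alternatives themselves, and the cause was not tested for any change.

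Of 3601 values under an alternative, 2644 stayed within the limits set for a change, 938 moved, 14 reversed, 2 were weaker and 3 stronger. Counts were judged by a ratio and differences by their sign. Named fold changes, 3090 of the values, were judged by the width of their counting interval, which is narrow for microRNAs with many reads. They could not be labelled reversed, so sign changes among them are given separately below. Values within these limits were not always equal. With the mean of both controls, for example, 74 microRNAs were past 2-fold in Tongcheng pigs at 3 dpi against 60, which did not count as moved. Of 516 named fold changes, 305 were past 2-fold. Pseudocounts of 0.1 and 10 and the same total changed the sign of 0 of them, and 0, 20 and 0 lost 2-fold. Median of ratios changed the sign of 27, TMM factors of 26 and the mean of both controls of 37 (of 510), of which 0, 0 and 6 had been past 2-fold. The numbers that lost 2-fold were 47, 41 and 38, and those that gained it were 26, 27 and 38. With pseudocounts of 0.1 and 10 and the same total, 5, 0 and 0 gained it.

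With the exact test at dispersion 0.1, 0, 3 and 9 microRNAs rose and 2, 9 and 14 fell at 3, 5 and 7 dpi in Tongcheng pigs (2, 12 and 23 in all), and 2, 6 and 6 rose and 8, 18 and 47 fell in Landrace pigs (10, 24 and 53 in all). Merged sets held 33, 68 and 76 (Tongcheng, Landrace, either), sets of all time points 0, 2 and 0 (Tongcheng, Landrace, both) and specific sets 0 and 2. Without regard to direction, 2, 7 and 15 were shared at 3, 5 and 7 dpi.

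With median of ratios, 29 rose in Tongcheng pigs at 3 dpi. In Landrace pigs 29, 35 and 46 rose and 34, 34 and 52 fell at 3, 5 and 7 dpi. Falls minus rises reversed to -5 in Tongcheng pigs at 7 dpi and -1 in Landrace pigs at 5 dpi, and Landrace minus Tongcheng to -1 at 3 dpi and -2 at 5 dpi. At all time points 22 passed in Landrace pigs, 13 of them in the paper's Table 2 and 9 outside it. In both breeds 6 passed, and 14 were Tongcheng specific. MiR-2320-5p at 3 dpi was at -1.99 and -1.81 in the 2 breeds.

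With TMM factors, 31 rose in Tongcheng pigs at 3 dpi, and 31, 36 and 36 rose at the 3 time points and 38 and 38 fell at 3 and 5 dpi in Landrace pigs. Falls minus rises reversed to -10 in Tongcheng pigs at 7 dpi, Landrace minus Tongcheng was 0 at 5 dpi, 8 passed throughout in both breeds and 15 were Tongcheng specific. MiR-2320-5p at 3 dpi was at -1.96 and -1.82. TMM factors with dispersion 0 gave 30 rises and 27 falls in Tongcheng pigs at 3 dpi (falls minus rises -3) and -10 for falls minus rises at 7 dpi. In Landrace pigs they gave 29 and 36 rises and 36 and 36 falls at 3 and 5 dpi (falls minus rises 0 at 5 dpi). Landrace minus Tongcheng was -2 at 5 dpi, the sets of all time points held 24 (Landrace) and 7 (both), and 14 were Tongcheng specific.

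With the mean of both controls, Landrace minus Tongcheng was -16 at 3 dpi and 0 for the merged sets, 15 were Landrace specific, and miR-2320-5p was at -2.48 and -1.86 at 3 dpi. With a value of at least 100, 12 rose in Tongcheng pigs at 3 dpi, falls minus rises was 0 at 5 dpi and 4 were Tongcheng specific.

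At 5 and 7 dpi the same-day distance between breeds minus the distance within a breed was 1.27. It reversed to -0.00299 with correlation distance, to -0.47 with all microRNAs of at least 10 in every library and to -4.14 with no control subtracted or the mean of both controls. With correlation distance T3 was no longer the library closest to L3, the 3 dpi distance minus the smallest other distance being 0.0413.

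In limma, 1 of 228 microRNAs had an adjusted p-value below 0.05 (43 with an unadjusted p-value below 0.05). With a pseudocount of 10 the number was 2, and it ranged from 0 to 2 across the fits that each left out one infected library (without L5, 0 adjusted and 37 unadjusted). Depth limits the microRNAs with few reads most, such as miR-144, whose fold change in Tongcheng pigs at 5 dpi rests on 77 and 85 reads.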

Differences from the paper's values

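The values with TMM factors in this part, and the means of the editing levels, come from tests chosen after the results were seen.

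The paper gives a decrease of miR-122 in Landrace pigs at 7 dpi of 15-fold, and the deposited values gave 52.3-fold. With a pseudocount of 0.1 the decrease was 52.4-fold, with a pseudocount of 10 51.9-fold, with all libraries rescaled to the same total 52.3-fold, with median of ratios 33.8-fold and with the mean of both breeds' controls 31.1-fold, so none of the alternatives set before the data were examined closed the gap. With TMM factors, chosen after seeing the values, it was 37.3-fold. The log2 fold change in the paper's Results and the values in its Table 2 are of the size found here, so the fold decrease in its Discussion differs from these as well.

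The paper places miR-144 among the DEmiRNAs of all time points in both breeds. Its log2 fold change in Tongcheng pigs at 5 dpi was -0.99 here, and -1.02 with TMM factors, chosen after seeing the values. It was past 2-fold throughout with a pseudocount of 0.1. MiR-215, which the paper does not place in that set, was past 2-fold throughout in both breeds here, and the exact test with dispersion 0, a pseudocount of 10, a minimum value of 100 and median of ratios each removed it.

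The paper describes its 13 common DEmiRNAs as either up-regulated or down-regulated. This held here for the 12 found again, of which 4 rose and 8 fell throughout, and miR-144 fell in every comparison. MiR-215, which is not among the paper's 13, changed direction in Tongcheng pigs (-1.30, 1.12 and 6.13). MiR-129a stands among the up-regulated microRNAs of the paper's Table 2, and its log2 fold changes in Landrace pigs were 1.06, -1.06 and -2.83 at 3, 5 and 7 dpi. The paper lists miR-345-5p as Tongcheng specific, and its log2 fold change at 7 dpi was 0.99 here. It was past 2-fold throughout with a pseudocount of 0.1, with median of ratios and with TMM factors, the last chosen after seeing the values. MiR-218-3p, miR-342, miR-4331 and miR-545-3p were past 2-fold throughout in Landrace pigs here and are not in the paper's Table 2, and a pseudocount of 10, a minimum value of 100 and dispersion 0.1 in the exact test left 0 microRNAs outside that table, with 31, 29 and 2 of its 33 found.

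The paper's list of the most up-regulated microRNAs leaves out miR-187 in Tongcheng pigs at 3 dpi (1.45), miR-218-3p (2.60) and miR-652 (2.34) at 5 dpi, miR-652 at 7 dpi (2.42), miR-342 in Landrace pigs at 5 dpi (1.42) and miR-299 at 7 dpi (1.73), which ranked among the 10 largest rises here. Its list of the most down-regulated ones leaves out miR-190a in Tongcheng pigs at 5 dpi (-2.28) and miR-218, miR-218-5p and miR-218b in Landrace pigs at 3 dpi (-2.72 each). The fold changes of these miR-218 names were equal without rounding, so the names may stand for the same reads.

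The paper describes the infected Landrace libraries of 5 and 7 dpi as one cluster. Here L5 joined T3 and L3 at a distance of 17.2 and L7 joined these at 21.4. In none of the other settings tried for the profiles did L5 and L7 join each other first.

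The paper describes the average editing level in Landrace pigs as highest at 5 dpi and lower at 7 dpi. The mean over the sites listed in the paper's Supplementary Table S7 was 0.264 in L5 and 0.284 in L7, and no other setting was run for it.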

Other observations

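The tests on liver RNA, on blood, on the Landrace control library and on other choices of the control pair were written before their results, and the other tests in this part were chosen after the results were seen.

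More microRNAs fell than rose in each of the 6 comparisons, with 348 falls and 145 rises in all (2.4 falls per rise). If library totals used without a composition factor were the cause, TMM factors would bring the numbers closer. With them there were 249 falls and 215 rises (1.16 falls per rise), and 5 of the 6 comparisons had more falls. In Tongcheng pigs at 7 dpi 48 rose and 38 fell. The scaling may therefore account for much of the excess. TMM factors assume that most microRNAs did not change, so a true general fall would be removed by them as well.

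The summed number of microRNAs past 2-fold was higher in Landrace than in Tongcheng pigs by a ratio of 1.29, by 1.08 with TMM factors and by 1.04 with median of ratios, so the size of the difference depends on the scaling. With the Tongcheng control as baseline the Landrace libraries gave 244 against 267 with their own, and the Tongcheng libraries gave 255 with the Landrace control against 214 with their own. Against a common control the sum stayed higher in Landrace pigs, at 244 against 214 with T0 and 267 against 255 with L0, so the Landrace control library alone does not account for it, while at 3 dpi the order was the reverse with both (52 against 59 and 73 against 85). A part played by the Landrace control library standing apart cannot be told apart from a difference between the breeds.

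With no control subtracted, each library was closest to that of the same day in the other breed. The same-day distance minus the distance within a breed at 5 and 7 dpi was -4.14, against 1.27 with fold changes, so a shared control inside each breed's fold changes is a candidate explanation for the difference between the 2 groupings. All 8 libraries had the same-day library of the other breed as the nearest by correlation, and the same-day pairing had the highest summed correlation of the 24 pairings (exact p = 0.0417, the smallest they can give). A time course common to both breeds is a hypothesis that would give this. The raw read totals of the paper's Table 1 differed within a day by a ratio of at most 1.07, and those of 5 and 7 dpi were at least 1.41 times those of 0 and 3 dpi, but they do not separate 0 from 3 dpi or 5 from 7 dpi, and so show no batch for each day. Since the batches of the libraries are not known here, the pattern cannot be told apart from a sequencing batch by day.

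The mean editing level in the paper's Supplementary Table S7 was 0.142, 0.143, 0.153 and 0.299 in T0, T3, T5 and T7 and 0.212, 0.247, 0.264 and 0.284 in L0, L3, L5 and L7, over 101, 85, 72 and 48 and over 133, 43, 49 and 43 sites. The order of L5 and L7 differs from the paper's text, and the table as read here lists 184 sites for Tongcheng and 160 for Landrace pigs, other numbers than the text gives. At the sites called in both the control and the infected library the mean level was lower after infection in all 6 comparisons, with mean changes from -0.0727 in L5 to -0.00139 in T3, and in none of them was the p-value of a sign permutation over sites below 0.05 (lowest 0.0868, in L5). These sites numbered 67, 24 and 19 in T3, T5 and T7 and 28, 30 and 25 in L3, L5 and L7. The level was higher after infection at 24, 8 and 10 of them in Tongcheng and 12, 8 and 13 in Landrace pigs. Levels below 0.05 were listed at 70 sites in T0 and 11 in T7, and at 78 in L0 and 12 in L7. A different set of called sites is a candidate explanation for the higher means.

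The paper prints extremely small p-values for miR-2320-5p at 3 dpi. On the deposited values rounded to whole numbers, the exact test with dispersion 0 gave 3.98e-144 in Tongcheng pigs, and with dispersion 0.1 it gave 0.00138. With dispersion 0 on the recovered reads it gave 3.56e-133. The printed values are of the size that a test without the dispersion of 0.1 gives when the normalized values are taken as counts. No biological explanation was tested.

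11 pairs of microRNAs listed in both breeds had values within 10% of each other in every library. By the number in their names 8 of these pairs were of the same family, such as miR-146a-5p and miR-146b, with miR-103 and miR-107 taken as 1 family. Reads counted for both of 2 near-identical mature sequences are a candidate explanation, and the pattern of these pairs cannot be told apart from it, since related microRNAs can also be expressed alike. MiR-218, miR-218-5p and miR-218b are not among the pairs. Their log2 fold changes in Landrace pigs at 3 dpi were equal without rounding (-2.720368 each), which goes with the same reads counted under each name. The recovered microRNA reads of T5 came to 100.2% of its uniquely mapped reads in the paper's Table 1, more than reads counted for 1 microRNA only would give if all the mapped reads of that table are included.

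MiR-122 is abundant in liver. If liver RNA in the Landrace control pool were behind its fall of -5.71 at 7 dpi, the median of 4 other liver microRNAs would be at least 50% as negative, the limit written for this test. Their median log2 fold change at 7 dpi was -0.52, short of that limit. All 4 did fall in each Landrace comparison, and at 5 dpi miR-192, miR-194a, miR-194b-5p and miR-885-3p were at -1.08, -1.06, -0.91 and -1.11 beside miR-122 at -3.26. The limit takes no account of what the lung itself holds of these microRNAs. Liver RNA in the control pool would not lower miR-122 from one infected library to the next, and its values were 27245 in L3, 5800.1 in L5 and 1062 in L7, so such RNA does not account for the whole fall. Liver RNA in the infected pools was not tested. MiR-144 is found in red blood cells and fell in all 6 comparisons. MiR-451 and miR-486, also of red blood cells, both fell in 1 of the 6 comparisons, L3 (-0.29 and -0.43). In T3, T5 and L5 miR-451 rose (0.46, 0.82 and 0.25) and miR-486 fell (-0.30, -0.32 and -0.06). In T7 miR-451 fell (-0.57) and miR-486 rose (0.67), and in L7 both rose (0.28 and 0.67). Less blood would lower both, so this goes against less blood as a cause common to all comparisons. In L3 it is left open. A response of miR-144 to infection remains a hypothesis, with the limit of 1 pool per group.

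Over both breeds, limma gave 1 microRNA with an adjusted p-value below 0.05 for the 2 control libraries against the 6 infected ones. It was miR-143-3p, higher in 6 of 6 infected libraries than in the control of its breed (log2 fold change 2.05). Of the 16 choices of 1 library per breed as the control pair, 2 gave as many, the real pair and the 2 libraries of 7 dpi, which gave 24 (63 with an unadjusted p-value below 0.05, against 43 for the real pair). The other 14 gave 0. With 16 choices the real pair can be at best 1 of 16, a share above 0.05, so this count could not have decided, and the pair of 7 dpi is itself a contrast of time points. The result for infection over both breeds cannot be told apart from accident by it. For the difference of the infection effect between the breeds, 0 microRNAs had an adjusted p-value below 0.05 and 1 an unadjusted one (miR-218-3p, log2 difference 3.98).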
